# The Genome Organization of *Thermotoga maritima* Reflects Its Lifestyle

**DOI:** 10.1371/journal.pgen.1003485

**Published:** 2013-04-25

**Authors:** Haythem Latif, Joshua A. Lerman, Vasiliy A. Portnoy, Yekaterina Tarasova, Harish Nagarajan, Alexandra C. Schrimpe-Rutledge, Richard D. Smith, Joshua N. Adkins, Dae-Hee Lee, Yu Qiu, Karsten Zengler

## Abstract

The generation of genome-scale data is becoming more routine, yet the subsequent analysis of omics data remains a significant challenge. Here, an approach that integrates multiple omics datasets with bioinformatics tools was developed that produces a detailed annotation of several microbial genomic features. This methodology was used to characterize the genome of *Thermotoga maritima*—a phylogenetically deep-branching, hyperthermophilic bacterium. Experimental data were generated for whole-genome resequencing, transcription start site (TSS) determination, transcriptome profiling, and proteome profiling. These datasets, analyzed in combination with bioinformatics tools, served as a basis for the improvement of gene annotation, the elucidation of transcription units (TUs), the identification of putative non-coding RNAs (ncRNAs), and the determination of promoters and ribosome binding sites. This revealed many distinctive properties of the *T. maritima* genome organization relative to other bacteria. This genome has a high number of genes per TU (3.3), a paucity of putative ncRNAs (12), and few TUs with multiple TSSs (3.7%). Quantitative analysis of promoters and ribosome binding sites showed increased sequence conservation relative to other bacteria. The 5′UTRs follow an atypical bimodal length distribution comprised of “Short” 5′UTRs (11–17 nt) and “Common” 5′UTRs (26–32 nt). Transcriptional regulation is limited by a lack of intergenic space for the majority of TUs. Lastly, a high fraction of annotated genes are expressed independent of growth state and a linear correlation of mRNA/protein is observed (Pearson r = 0.63, p<2.2×10^−16^ t-test). These distinctive properties are hypothesized to be a reflection of this organism's hyperthermophilic lifestyle and could yield novel insights into the evolutionary trajectory of microbial life on earth.

## Author Summary

Genomic studies have greatly benefited from the advent of high-throughput technologies and bioinformatics tools. Here, a methodology integrating genome-scale data and bioinformatics tools is developed to characterize the genome organization of the hyperthermophilic, phylogenetically deep-branching bacterium *Thermotoga maritima*. This approach elucidates several features of the genome organization and enables comparative analysis of these features across diverse taxa. Our results suggest that the genome of *T. maritima* is reflective of its hyperthermophilic lifestyle. Ultimately, constraints imposed on the genome have negative impacts on regulatory complexity and phenotypic diversity. Investigating the genome organization of Thermotogae species will help resolve various causal factors contributing to the genome organization such as phylogeny and environment. Applying a similar analysis of the genome organization to numerous taxa will likely provide insights into microbial evolution.

## Introduction

A fundamental step towards obtaining a systems-level understanding of organisms is to obtain an accurate inventory of cellular components and their interconnectivities [1]–[3]. The genome sequence and *in silico* predictions of gene annotation are the starting points for assembling a network. For prokaryotes, these *in silico* approaches detect open reading frames and structural RNAs with varying degrees of accuracy [4]. Recently, multi-omic data generation and analysis studies [5]–[11] have revealed an abundance of genomic features that are not detected computationally such as transcription start sites (TSSs), promoters, untranslated regions (UTRs), non-coding RNAs, ribosome binding sites (RBSs) and transcription termination sites [12]. However, the rate at which multi-omic datasets are being generated is substantially outpacing the development of analysis workflows for these inherently dissimilar data types [13]. Here, multi-omic experimental data is generated and analyzed in conjunction with bioinformatics tools to annotate numerous bacterial genomic features that cannot accurately be detected using *in silico* approaches alone. This methodology was applied to study the genome organization of *Thermotoga maritima*—a phylogenetically deep-branching, hyperthermophilic bacterium with a compact 1.86 Mb genome.

Originally isolated from geothermally heated marine sediment, *T. maritima* grows between 60–90°C with an optimal growth temperature of 80°C [14]. This species belongs to the order *Thermotogales* that have, until recently, been exclusively comprised of thermophilic or hyperthermophilic organisms. Compared to most bacteria, *Thermotogales* are capable of sustaining growth over a remarkably wide range of temperatures. For instance, *Kosmotoga olearia* can be cultivated between 20–80 °C [15]. Recently, the existence of mesophilic *Thermotogales* [16], [17] was confirmed with the description of *Mesotoga prima*, which grows from 20–50 °C with an optimum at 37 °C [18]. Sequencing of *M. prima* revealed that it has the largest genome of all the *Thermotogales* at 2.97 Mb with ∼15% noncoding DNA [19]. *T. maritima*, which grows at the upper-limit known for *Thermotogales*, has one of the smallest genomes in this order and maintains one of the most compact genomes among all sequenced bacterial species (<5% noncoding DNA) [20], [21]. The short intergenic regions in the *T. maritima* genome (5 bp median) resemble those in the genome of *Pelagibacter ubique*, a bacterium that has undergone genome streamlining and has the shortest median intergenic space (3 bp) among free-living bacteria [20]. Although it remains unclear whether *T. maritima* has also undergone streamlining, both organisms encode only a few global regulators (four sigma factors in *T. maritima* versus two in *P. ubique*) and carry just a single rRNA operon. In contrast with *P. ubique*, *T. maritima* displays more metabolic diversity through its ability to ferment numerous mono- and polysaccharides [14], [22].

Thermotogales have been the focus of many evolutionary studies [23]–[25]. Organisms in hydrothermal vent communities, where many Thermotogales have been isolated, are thought to harbor traits of early microorganisms [26]. Phylogenetic analysis of 16S rRNA sequences place the Thermotogae at the base of the bacterial phylogenetic tree [27], [28]; however, Zhaxybayeva et al. [25] determined through analysis of 16S rRNA and ribosomal protein genes that Thermotogae and Aquificales (a hyperthermophilic order) are sister taxa. The authors also determined that the majority of Thermotogae proteins align best with those found in the order Firmicutes [25]; therefore, the exact phylogenetic position of Thermotogae is still unresolved. Nevertheless, members of this phylum are among the deepest branching bacterial species and, as such, prime candidates for evolutionary studies.

Thermophiles such as *T. maritima* implement numerous strategies at both the protein and nucleic acid levels to support growth at high temperatures. For instance, intrinsic protein stabilization is achieved by utilizing more charged residues at the protein surface, encoding for a dense hydrophobic core, and increasing disulfide bond usage [29], [30]. DNA is typically kept from denaturing by introducing positive supercoils via reverse gyrase activity while phosphodiester bond degradation is prevented by stabilization through interaction with cations (e.g. K^+^, Mg^2+^) and polyamines [31], [32]. However, the impact of temperature on genome features essential to gene expression such as promoters and RBSs remains largely unexplored. Bacterial transcription initiation is governed by recognition of promoter sequences by sigma factors, which load the RNA polymerase holoenzyme upstream of the transcription start site (TSS). Translation initiation is predominantly reliant on base pairing between the anti-Shine-Dalgarno sequence found near the 3′-terminus of the 16S rRNA and the Shine-Dalgarno sequence (i.e. the RBS). Therefore, thermophilic macromolecular synthesis machinery must establish and retain contacts with nucleic acids while facing greater thermodynamic challenges.

The integrated approach described here enables an experimentally anchored annotation of several bacterial genomic features including protein-coding genes, functional RNAs, non-coding RNAs, transcription units (TUs), promoters, ribosome binding sites (RBSs) and regulatory sites such as transcription factor (TF) binding sites, 5′ and 3′ untranslated regions (UTRs) and intergenic regions. This is achieved through the simultaneous analysis of genomic, transcriptomic and proteomic experimental datasets with complementary bioinformatics approaches. In addition to providing a valuable resource to the research community, this analysis framework facilitates quantitative and comparative analysis of annotated features across microbial species. For the genome of *T. maritima*, several distinguishing characteristics were identified and their potential causal factors are discussed.

## Results

### An integrative, multi-omic approach for the annotation of the genome organization

An integrative workflow was developed to re-annotate the genome of *T. maritima*. The re-annotated genome is the result of the simultaneous reconciliation of multiple omics data sources (Figure 1, upper left) with bioinformatics approaches (Figure 1, upper right). Omics data generated included: (1) genome resequencing, (2) transcription start site (TSS) identification using a modified 5'RACE (Rapid Amplification of cDNA Ends) protocol, (3) transcriptome profiling using both high-density tiling arrays and strand-specific RNA-seq, and (4) LC-MS/MS shotgun proteomics. Transcriptome data were generated from cultures grown in diverse conditions including log phase growth, late exponential phase, heat shock, and growth inhibition by hydrogen (See Materials and Methods). 

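The RNA-seq part of these data consists of 4 strand-specific, paired-end libraries of T. maritima MSB8, 1 for each culture condition and without replicates. Log phase cells grew on 10 mM maltose at 80°C. For heat shock, such cultures were brought to 90°C for 10 min. Hydrogen inhibited cells grew in closed vessels until the hydrogen they made had stopped growth. Late exponential cells came from a pH-controlled fermenter (pH 6.5, 5 mM maltose) with continuous removal of hydrogen and were taken when maltose ran out. This condition therefore also differs from log phase in its vessel, pH control, maltose supply and hydrogen removal. Ribosomal RNA was removed before sequencing, and reads were aligned with Bowtie, allowing up to 2 mismatches. By the paper's Table S10, 75378614 reads of the log phase library were aligned, with 36070158 in late exponential phase, 58703502 after heat shock and 73396640 under hydrogen inhibition. The aligned share was 93.4%, 87.6%, 76.5% and 89.6% in the same order.
The values are FPKM from Cufflinks 2.0.2 for 1893 protein-coding genes, and functional RNAs have no value. Fragment counts were not available, so counting error is unknown for each gene. Multiplied by coding length, the FPKM values add up to 65.3% of the mapped fragments in log phase, 43.5% in late exponential phase, 58.7% after heat shock and 66.3% under hydrogen inhibition. Ratios to log phase were taken as log2 of FPKM plus 1, among genes at an FPKM of 8 or more in either library. The median of these log2 ratios was -0.65 for heat shock, -0.09 for late exponential phase and 0.52 for hydrogen inhibition, and each ratio is given relative to that median. A gene is called higher or lower when it lies at least 2-fold from the median ratio, which is a rule of size and not a test. For a gene list, the median log2 ratio is given with its percentile among 10000 random lists of the same size and similar expression, and a list outside the central 95% of them is called apart from the other genes. Random lists ignore that neighbouring genes shift together, so each list was also shifted along the gene order, a step chosen after the data were examined, and lists no longer apart then are named. The percentiles describe these libraries alone.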

Proteomic datasets include log phase growth and late exponential phase growth conditions. In combination with various bioinformatics approaches, integration of these omics datasets allowed for the definition of gene and transcription units (TU) boundaries with single base-pair resolution. The updated and expanded annotation served as the basis for genome-wide identification of promoters, ribosome binding sites (RBSs), intrinsic transcriptional terminators and UTRs.

**Figure 1:**
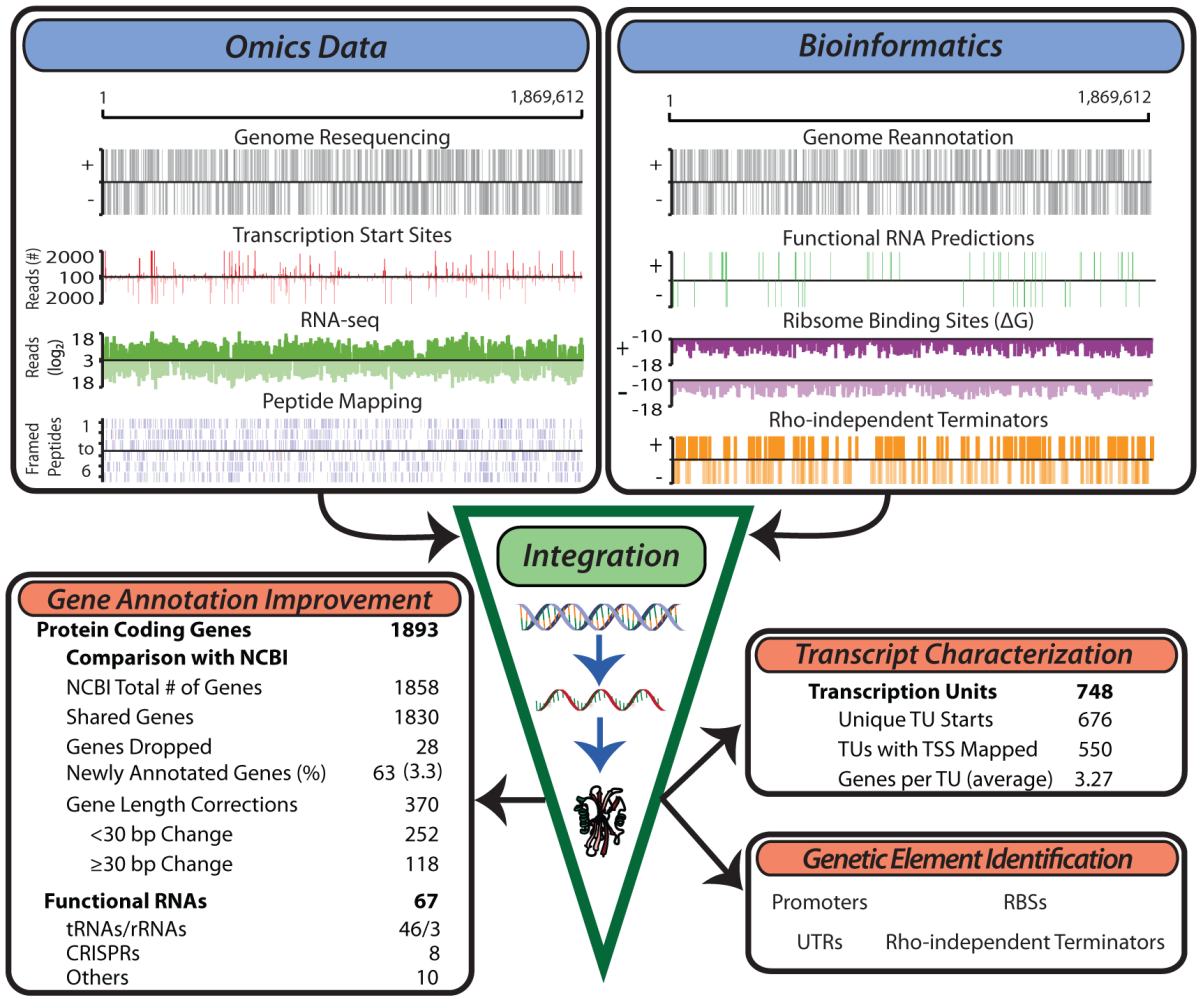
Generation of multiple genome-scale datasets integrated with bioinformatics predictions reveals the genome organization. Experimental data generated for the study of the *T. maritima* genome include genome resequencing, TSS determination, RNA-seq, tiling arrays (not shown) and LC-MS/MS peptide mapping (top left). Bioinformatics approaches used include genome re-annotation, functional RNA prediction, ribosome binding site energy calculations, and determination of intrinsic terminators (top right). Integration of these distinct datasets involves normalization and quantification to genomic coordinates. This experimentally anchors gene annotation improvements, defines the TU architecture, identifies non-coding RNAs and serves as a basis for the identification of additional genetic elements such as promoters and ribosome binding sites.

#### Annotation of open reading frames (ORFs)

Reannotation of the *T. maritima* MSB8 genome began with whole genome resequencing of the ATCC derived strain. Genome resequencing was prompted by the recent identification of a ∼9 kb chromosomal region in the DSMZ derived strain (DSMZ genomovar, Genbank Accession AGIJ00000000.1) that is not present in the original genome sequence derived from a TIGR strain (TIGR genomovar, Genbank Accession AE000512.1) [33]. Resequencing the ATCC derived strain (presented as the ATCC genomovar, Genbank Accession CP004077) ensured that subsequent analyses referenced an accurate genome sequence. The ATCC genomovar sequence consists of 1,869,612 bp and, like the DSMZ genomovar, carries an ∼9 kb chromosomal region found between TM1847 and TM1848 of the TIGR annotation. The draft genome was annotated using the RAST Pipeline [34] and was then reconciled with the existing TIGR genomovar annotation. The RAST draft annotation had 1,887 protein-coding sequences while the TIGR annotation contained 1,858. Comparison of these two annotations with transcriptome, proteome and bioinformatics datasets resulted in a final annotation containing 1,893 protein-coding sequences (Table S1). The final gene annotation retained a total of 1,830 NCBI annotated genes while 28 NCBI annotated genes were dropped (or replaced) due to a lack of experimental support. An additional 63 genes were annotated based on evidence found in multiple data-types. Furthermore, 370 genes varied in length when comparing the final gene annotation to the NCBI annotation. These discrepancies in gene length were predominantly due to differences in the start codon assignment, thus changing the amino acid sequence at the N-terminus. 

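Most of the genes that were absent from the original annotation had RNA-seq signal, as did most other genes. Table S1 lists 62 protein-coding genes without an original locus ID, and 57 of them (91.9%, exact Clopper-Pearson 95% interval 82.2 to 97.3%) had an FPKM of 8 or more in at least 1 of the 4 libraries, against 1800 of the 1831 other genes (98.3%). The annotation used transcriptome data of the same study, so signal was partly a condition for a gene to be listed. In all 4 libraries, 42 of the 62 genes reached this level, and 5 reached it in none. These genes are short, with a median coding length of 354 nt against 861 nt for the 1831 other genes. Their median log phase FPKM was 64.9 against 118 for the others. The annotation calls 30 of them hypothetical proteins, and 17 have a protein abundance in the paper's Table S9. The interval covers counting of genes only.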

Gene length annotation differences of less than 10 amino acids were not resolved using the generated datasets without the presence of direct proteomic evidence to support one annotation over the other. However, 118 of these 370 genes (32%) had large discrepancies in their gene length annotation, equaling or exceeding 10 amino acids. For these cases, annotation conflicts were resolved using data from peptide mapping, transcript presence and bioinformatics tools.

#### Annotation of transcription units (TUs)

In addition to the annotation of ORFs, the genome annotation was expanded to include the TU architecture. The TU architecture is defined here to be the genomic coordinates of all RNA molecules in the transcriptome. To expand the annotation to include TUs, transcript bounds were resolved with single base pair resolution using data from RNA-seq and TSS determination. Definition of these bounds was facilitated by bioinformatics approaches; for example, the prediction of intrinsic transcriptional terminators was used to aid in assigning 3′ bounds of transcripts. This approach resulted in the assignment of 748 TUs with a total of 676 unique TSSs (Table S2). 

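Neighbouring genes of the same TU had similar mRNA levels, and neighbours that belong to different TUs did not. In log phase, the FPKM of 1340 adjacent pairs on the same strand and in the same TU of Table S2 differed by a median of 1.57-fold, and 69.8% of these pairs lay within 2-fold of each other. For 138 adjacent same-strand pairs in different TUs, the median was 5.12-fold and 18.8% lay within 2-fold. The TU with the most genes holds 39 genes and runs on the minus strand from 1503116 to 1480150, from ribosomal protein S12p (Tmari_1513) to Tmari_1475. Most of its genes encode parts of the ribosome. Its genes had a median log phase FPKM of 675, from 24.1 to 6424, the highest being elongation factor Tu (Tmari_1510), which brings aminoacyl-tRNA to the ribosome. The median absolute log2 differences within and between TUs were 0.65 and 2.36 (difference -1.70, two-sided permutation test across pairs, p = 1e-05, the smallest that 100000 resamples can give, and 1.86e-05 after Benjamini-Hochberg adjustment over a family of 13 tests).
Genes of the same TU also shifted together between conditions. The log2 ratios to log phase of neighbours in the same TU differed by a median of 0.49 for heat shock, 0.79 for late exponential phase and 0.32 for hydrogen inhibition, against 1.35, 1.43 and 0.70 for neighbours in different TUs. Each of these differences had the smallest p of the same test, and these comparisons were chosen after the data were examined. Pairs share genes and are not independent, and the TUs were themselves assembled in part from expression data.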

The majority of TUs were found to be polycistronic (427, 57%) while the rest of the TUs contain only a single gene (321, 43%). The average TU contains 3.3 genes which is greater than the typical 1–2 genes per transcript observed in other bacteria [7], [35], [36] but similar to those found in archaea [9], [37]. Previous high-resolution studies of microbial transcriptomes have identified the transcription of suboperonic regions as a source of transcriptional complexity [5], [8], [35]. In *T. maritima* 165 TUs (22%) are suboperonic, having their initiation site within a longer TU. This fraction of suboperons observed in *T. maritima* is within the range observed in other bacteria; however, some organisms such as *Helicobacter pylori* have similarly sized genomes (1.67 Mb) but use suboperonic transcription much more frequently (47%, excluding antisense suboperons) [8]. Another source of transcriptional complexity comes from the use of multiple start sites, however, only a small number of *T. maritima* TUs (28, Table S3) were observed to utilize them.

#### Annotation of non-coding RNAs

Beyond facilitating protein-coding gene annotation, transcriptome data provided experimental evidence supporting the bioinformatics prediction of 46 tRNAs, 3 rRNAs, 8 CRISPR cassettes and an additional 10 non-coding RNAs which include riboswitches, leader sequences, RNase P RNA, tmRNA and SRP RNA. These features are included in the final annotation presented here (CP004077, Table S1). Transcription was detected antisense to 19% of annotated genes (Table S4). However, 3′UTRs account for 52% of these antisense transcripts and only 62 antisense transcripts have an experimentally identified TSS. Furthermore, the median log phase FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values are much lower for antisense transcripts (4.5) than those found for protein-coding genes (117). 

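Genes with an antisense transcript had lower sense mRNA levels than the other genes. The sense genes named in Table S4 matched 341 protein-coding genes (18.0% of all), whose median log phase FPKM was 87.7, against 125 for the 1552 genes without an antisense transcript. The difference in median log2 FPKM was -0.51 (two-sided permutation test across genes, p = 0.00014, adjusted p = 0.000202). It was also below 0 in the other 3 libraries, at -0.44 in late exponential phase, -0.69 after heat shock and -0.52 under hydrogen inhibition. This comparison was chosen after the data were examined. Genes are not independent replicates, and 15 of the sense gene names in Table S4 could not be matched to the annotation.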

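In log phase the median FPKM of the 1893 protein-coding genes was 116.0, from the deposited values. The median of the 336 antisense transcripts was 4.54, from the paper's own values in Table S4, so that the genes stood 25.6 times higher in this library. The ratio was 4.51 in late exponential phase, 16.8 after heat shock and 10.3 under hydrogen inhibition. Table S4 marks 174 of the transcripts (51.8%) as 3'UTRs of a gene on the opposite strand. Without these, the median of the remaining 162 transcripts was 3.78. The 62 transcripts with an experimentally identified TSS had a median of 6.59. An FPKM above 8 was reached by 114 antisense transcripts (33.9%) in log phase, against 89.3% in late exponential phase, 36.6% after heat shock and 94.9% under hydrogen inhibition.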

Transcriptome data also enabled identification of 13 putative non-coding RNAs (ncRNAs, Table S5). No secondary structures could be defined for these putative ncRNAs using the prediction algorithms RNAfold [38] and Infernal [39] at 80°C. Four of these putative ncRNAs contain small ORFs (<40 amino acids) but no peptide evidence for these small ORFs was found in the proteomic datasets.

### Identification of promoters and RBSs followed by quantitative intra- and interspecies analysis of binding free energies

The genome-wide identification of promoter and RBS sites was facilitated by the annotated TU start loci and protein start codons (Figure 2A). Promoter and RBS sequences were then quantitatively analyzed using thermodynamic principles. These same quantitative measures were applied to numerous organisms for interspecies comparison.

**Figure 2:**
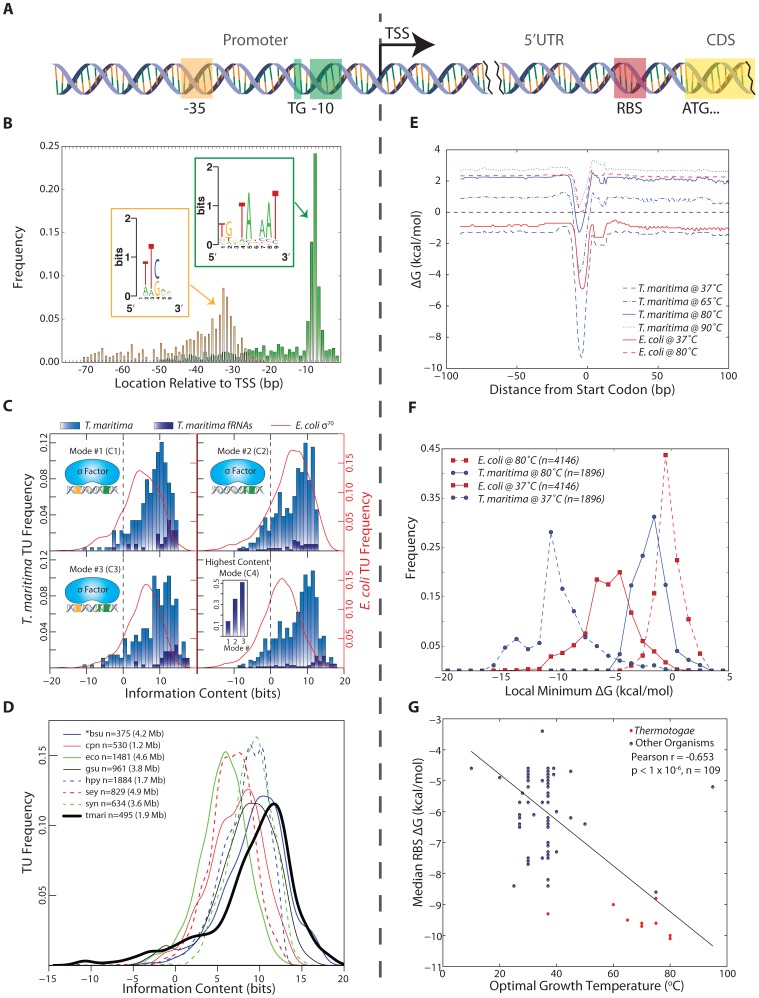
Identification and quantitative comparison of genetic elements for transcription and translation initiation. (A) Schematic showing the position of the promoter upstream of the TSS and the RBS upstream of the translation start codon. (B) The genomic position of the 3′ end of each promoter element is shown relative to the TSS for all *T. maritima* TUs. Promoter elements were identified using a gapped motif search for a −35 hexamer and a −10 nonamer. This revealed an *E. coli* σ^70^ promoter architecture for the housekeeping sigma factor of *T. maritima*, RpoD. The motif for both promoter elements is displayed as a sequence logo (insets). (C) The relative binding free energy of σ^70^ is captured using information content. Each panel shows the distribution of promoter information content for *T. maritima* and *E. coli*. Mode 1 (C1) calculates information content based on σ^70^ contacts with the −35 and −10 hexamer promoter elements (n_tmari_ = 265, n_tmari_fRNA_ = 38, n_eco_ = 650). Mode 2 (C2) represents binding to the extended −10 promoter (n_tmari_ = 676, n_tmari_fRNA_ = 57, n_eco_ = 1,481). Mode 3 (C3) represents σ^70^-binding to both the −35 and the extended −10 promoter elements (n_tmari_ = 274, n_tmari_fRNA_ = 37, n_eco_ = 657). (C4) shows the distribution of information content for all promoters when only the highest scoring mode is considered (n_tmari_ = 676, n_tmari_fRNA_ = 57, n_eco_ = 1,481). The inset shows the highest distribution of functional RNAs across the modes. (D) The σ^70^ binding modes from (C) were used to calculate the promoter information content for seven additional bacterial species. Analogous to (C4), the distribution of information scores when only the highest bit score mode is considered is shown. The organism abbreviations correspond to the following: bsu, *Bacillus subtilis*; cpn, *Chlamydophila pneumoniae* CWL029; eco, *Escherichia coli* K12 MG1655; gsu, *Geobacter sulfurreducens* PCA; hpy, *Helicobacter pylori* 26695; sey, *Salmonella enterica* subsp. enterica serovar Typhimurium SL1344; syn, *Synechocystis* sp. PCC 6803; tmari, *T. maritima* MSB8. The genome size is given in paranthesis. *bsu data is extracted from a highly curated source that is a collection of small-scale experiments and, as such, this distribution is not a genome-scale assessment of promoter strength. (E) The calculated median RBS ΔG for all genes based on the position relative to the start codon. Temperature profiles are shown for *T. maritima* at 37°C (for comparison), 65°C (lower growth limit), 80°C (growth optimum) and 90°C (upper growth limit). Similar profiles are shown for *E. coli* at 37°C (optimal) and 80°C (for comparison). (F) The local minimum RBS ΔG for all genes in a 30 nt window upstream of the annotated start codon generated for *T. maritima* and *E. coli* at 37°C and 80°C. (G) Similar to (F), the median of the local minimum RBS ΔG was calculated and plotted for 109 bacteria against their optimal growth temperature. Species in the Thermotogae phylum (n = 15) are shown in red.

#### Annotation-guided search for motifs reveals promoter structures that enable many contacts with RNA polymerase holoenzyme

Bacterial RNA polymerase is recruited predominantly through the binding of sigma factors to promoter regions. A promoter motif search was performed upstream of all unique *T. maritima* TU start sites. This revealed a strongly conserved, *E. coli* σ^70^-like consensus sequence for the housekeeping sigma factor RpoD (Tmari_1457). No motifs were detected for the alternate sigma factors RpoE, SigH and FliA (See Materials and Methods). The RpoD motif has three distinct promoter elements: a −10 hexamer, a −35 hexamer and a 5′TGn element directly upstream of the −10 hexamer (Figure 2B). Individual promoters identified carried combinations of these three elements. The distance between the TSS and the 3′ end of the −10 element was found to be 7 bp (Figure 2B). This is in strong agreement with the expected spacing for the consensus sequence of *E. coli* σ^70^. The same is true of the −35 element though the location of the −35 hexamer is more variable compared with the −10 hexamer partly due to the variability of the spacing between the −10 and −35 promoter elements. Plotting the spacer between the −10 and −35 promoter elements yields a distribution centered around 17 bp, which also is in agreement with the *E. coli* σ^70^ consensus (Figure S1). Furthermore, plotting of genomic AT content upstream and downstream of aligned −10 promoter elements reveals an increase in AT content ∼75 bp upstream of the −10 promoter element (Figure S2). This suggests the presence of UP elements for a subset of *T. maritima* promoters. The α-subunits of RNA polymerase bind to UP elements, facilitating initiation of transcription [40], [41].

#### Quantitative assessment of *T. maritima* promoters indicates high information content across multiple σ^70^ binding modes

The identification of σ^70^ promoter elements enabled the quantitative study of the relative binding free energy associated with individual promoters. The sequence conservation of an individual promoter element (i.e. the information content measured in bits [42]) can be computed through application of molecular information theory and is achieved through quantitative comparison of a given sequence to the average sequence conservation across the genome as measured through the position weight matrix [43] (See Materials and Methods). Information content has been correlated to binding free energy (ΔG) through the second law of thermodynamics [44]–[46], where sequences with high information content are closer to consensus and, therefore, have stronger relative binding free energy (more negative ΔG). Experimental results, both *in vitro* and *in vivo*, have shown that information content is moderately predictive of promoter strength and activity [47].

The information content for individual *T. maritima* promoters was computed using a model of σ^70^ promoters that accounts for the information content of each promoter element and the variation in spacing between the −10 and −35 elements [48]. Using this approach, the information content of each *T. maritima* promoter was determined for three, σ^70^-binding modes that represent the potential contacts between σ^70^ and the promoter elements (Figure 2C1–C3). Plotting the maximum information carrying binding mode for all promoters (Figure 2C4) shows that the vast majority of promoters (90%) have information content greater than zero. This indicates that, for these TUs, σ^70^ binding and transcription initiation is thermodynamically favorable (ΔG<0). Furthermore, the distribution of information content indicates that the median *T. maritima* promoter has 8.7 bits compared to *E. coli* σ^70^ promoters whose median is 5.9 bits. Comparison of *T. maritima* promoters across all modes shows that the extended −10 promoter (−10 hexamer and upstream 5′TGn, Mode 2) provides the highest information for most TUs (63%). Furthermore, an extended −10 promoter combined with a −35 box (Mode 3) yields the highest information content in 25% of all promoters and 51% of functional RNA promoters (Figure 2C4 inset). These RNAs, which are among the most actively transcribed genes, encode promoters with exceptionally high information content (median 12.1 bits).

#### Interspecies comparative analysis reveals that *T. maritima* promoters have high relative sequence conservation

The surprisingly high sequence conservation of *T. maritima* promoters prompted a comparative analysis of information content across multiple bacterial species. The scope of the comparative analysis was limited by the lack of datasets detailing bacterial TSS locations and the association of those TSSs with σ^70^. Publically available datasets for only seven additional, diverse microorganisms met this criteria. The organisms included in the analysis are the Gammaproteobacteria *Escherichia coli* K12 MG1655 [49] and *Salmonella enterica* subsp. enterica serovar Typhimurium SL1344 [50], the Deltaproteobacterium *Geobacter sulfurreducens* PCA [7], the Epsilonproteobacterium *Helicobacter pylori* 26695 [8], the Chlamydiae *Chlamydophila pneumoniae* CWL029 [51], the Cyanobacterium *Synechocystis* sp. PCC 6803 [52] and the Firmicute *Bacillus subtilis* [53]. Since these datasets contain only experimentally confirmed TSS loci, only *T. maritima* TUs with an experimentally confirmed TSS were included in this interspecies comparison (495 TUs out of 676). As before, the information content across all three σ^70^-binding modes was calculated. The distribution of the highest information content mode (Figure 2D) indicates that *T. maritima* promoters are the strongest among all organisms studied, carrying a median of 10.2 bits of information. Thus, among bacteria, *T. maritima* promoter information content associated with σ^70^-binding is relatively high.

#### Analysis of *T. maritima* RBS binding strength reveals strong binding free energies that support translation initiation at 80 °C

The RNA/RNA binding free energy of the Shine-Dalgarno with the anti-Shine-Dalgarno was calculated in a temperature-dependent manner using the gene annotation as a reference point. Across all protein coding genes, the median RBS ΔG was calculated ±100 nucleotides (nt) from the start codon at temperatures ranging from 37 °C to 90 °C (Figure 2E). The position of the lowest ΔG is shown to be 4–6 nt upstream of the start codon, which is in agreement with the optimal RBS location for translation initiation [54]. *T. maritima* is shown to maintain a thermodynamically favorable median ΔG up to its growth temperature maximum of 90 °C [14]. Plotting the distribution of local minimum ΔG's at 80 °C (Figure 2F) reveals that 93% of *T. maritima* protein-coding genes have a RBS with ΔG<0. Calculating RBS free energy distributions at different temperatures (Figure 2F) reveals that at higher temperatures there is a narrowing in the range of observed free energies. *T. maritima* RBSs have a median absolute deviation of 1.30 kcal/mol at 37 °C compared to 0.87 kcal/mol at 80 °C (p = 4.4×10^−33^, Wilcoxon rank-sum test). Comparison of *E. coli* and *T. maritima* RBSs reveals that *T. maritima* RBSs are substantially weaker at their respective optimal growth temperatures (Figure 2F). A large fraction (36%) of *E. coli* genes have a ΔG>0 at 80 °C and would not be capable of supporting hyperthermophilic life. When compared at equal temperatures (Figure 2F, 80 °C) *T. maritima* RBSs are stronger.

#### Interspecies analysis indicates that RBS binding strength is influenced by both optimal growth temperature and phylogeny

To more rigorously test for a relationship between RBS strength and optimal growth temperature, RBS ΔG's were calculated for all genes in 108 additional bacterial species spanning numerous phyla (including 14 members of the Thermotogae phylum). These organisms include psychrophilic, mesophilic, thermophilic and hyperthermophilic microorganisms. A significant linear correlation was found between optimal growth temperature and median RBS ΔG (Pearson r = −0.653, p<1×10^−6^ random permutation test), where increasing optimal growth temperatures trend with a lower median RBS ΔG calculated at 37 °C (Figure 2G). However, the energetic analysis of RBSs applied here is based on the 16S rRNA sequence of the anti-Shine-Dalgarno and, as such, phylogeny is a potential contributing factor to this correlation. To test this, three distance matrices were constructed: (1) for local minimum median RBS ΔG (across all genes in a given genome), (2) for optimal growth temperatures, and (3) for phylogenetic distances determined from 16S rRNA sequences. The Mantel test was then applied to evaluate the correlations among the pairwise distance matrices (Figure S3) allowing for the contribution of optimal growth temperature to be decoupled from phylogeny with respect to RBS strength. This test indicated that both phylogeny and optimal growth temperature impact median RBS strength, with temperature slightly more significant than phylogeny (Mantel Statistic r = 0.37 vs 0.35, p = 1×10^−4^ random permutation test).

### *T. maritima* promoter-containing intergenic regions reveal a unique distribution of 5′UTRs and spatial limitations on regulation

Regulation in *T. maritima* was studied from the vantage point of an organism with extremely short intergenic regions. In both microbes [55] and higher organisms [56] it was shown that the regulatory complexity of an operon positively correlates with the amount of intergenic space found upstream of that operon. Promoter-containing intergenic regions (PIRs) served as well-defined genomic regions for this analysis (Figure 3A). PIRs contain target sites for transcriptional regulation (e.g. promoters and TF binding sites) as well as translational regulation (e.g. RBSs). Each PIR can be divided into two components in relation to the TSS: the sequence downstream of the TSS (the 5′UTR) and the sequence upstream of the TSS.

**Figure 3:**
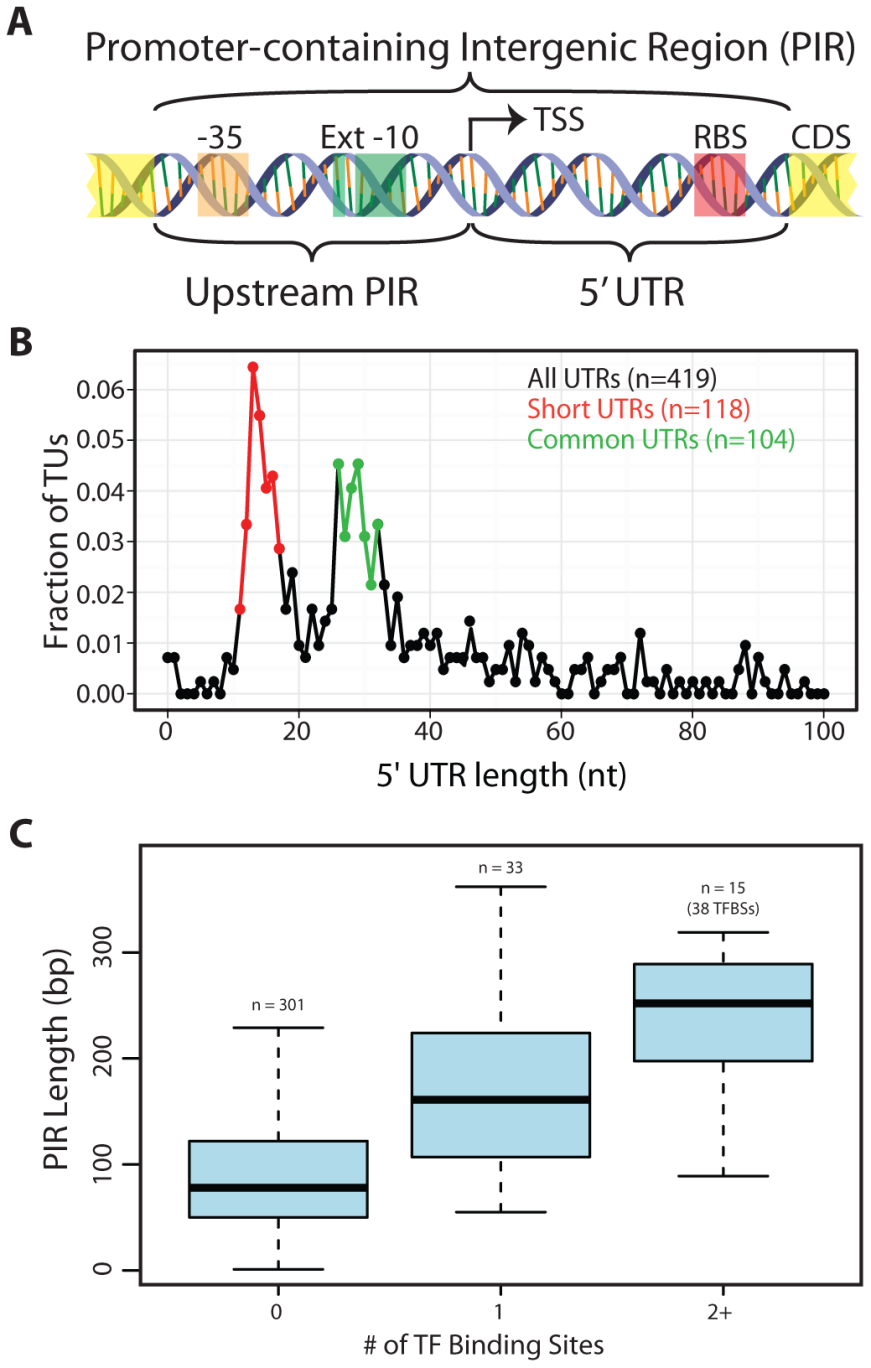
Arrangement of genomic features contained within promoter-containing intergenic regions (PIRs). (A) Schematic of the two subdivisions of the PIR and the genetic elements they typically carry. (B) The 5′UTR distribution is shown for all TUs with an experimentally identified TSS. The Short 5′UTR group (11–17 nt) is shown in red. The Common 5′UTR group (26–32 nt) is shown in green. Transcripts with an annotated functional RNA as the first feature were omitted from the analysis. Though only the first 100 nt are plotted, frequencies are based on the entire set of 5′UTR lengths. (C) A quartile plot of the length distribution of PIRs is shown. PIRs are grouped according to the number of TF binding sites they contain (no TF, a single TF or multiple TFs).

#### *T. maritima* has a bimodal distribution of 5′UTRs comprised of uncharacteristically “Short” 5′UTRs and “Common” 5′UTRs

*T. maritima* exhibits an unusual bimodal distribution with respect to the length of 5′UTRs (Figure 3B). To date, the 5′UTRs of all other microorganisms follow a unimodal distribution centered at approximately 30 nt [7], [8], [35], [36]. Though *T. maritima* has a distinct peak (local maxima) from 26–32 nt (Common 5′UTR Group), it has a second peak containing shorter 5′UTRs with lengths between 11–17 nts (Short 5′UTR Group). Interestingly, there is underrepresentation of 5′UTRs with lengths between 18–25 nt. Leaderless transcripts were not detected in *T. maritima*, echoing the RNA/RNA binding energy analysis that indicated exclusive use of RBSs for translation initiation.

To better understand the bimodal nature of the 5′UTR distribution, various factors were tested that could differentiate the Short 5′UTR Group from the Common 5′UTR Group and provide insights into the lack of 5′UTRs between 18–25 nt. Factors tested for over- or underrepresentation of the different 5′UTR groups included: (1) gene expression level (both mRNA and protein levels), (2) protein expression normalized to mRNA expression, (3) phylogenetic origin of genes, (4) RBS and promoter strengths, (5) divergent vs. convergent operons, and (6) cellular functional categorization. These factors yielded no discrimination between the Short 5′UTR Group and the Common 5′UTR Group and could not explain the bimodal nature of the 5′UTR length distribution.

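The first genes of TUs with a short 5'UTR had lower mRNA levels in log phase than those with a 5'UTR of common length. The 130 TUs with a 5'UTR of 11 to 17 nt had a median FPKM of 143, and the 116 TUs with one of 26 to 32 nt had a median of 245. The difference in median log2 FPKM was -0.77 (bootstrap 95% interval -1.42 to -0.31, two-sided permutation test across TUs, p = 0.00916, adjusted p = 0.0108). TUs that share a start count the same first gene more than once, and with each first gene counted once per group, an alternative chosen after the data were examined, the difference was -0.81 over 118 and 104 genes (permutation p = 0.00554). Protein abundance of the first gene, from the paper's Table S9, was also lower in the short group, with a difference of -0.78 on the log2 scale over 85 and 92 TUs (bootstrap 95% interval -1.67 to 0.15, p = 0.0383, adjusted p = 0.0415). Protein abundance per mRNA differed by -0.07 (permutation p = 0.890, adjusted p = 0.890), and this last comparison was chosen after the data were examined. In the late exponential library the difference in mRNA was -0.39 (permutation p = 0.0647) and did not pass the test, nor with each first gene counted once (-0.34, permutation p = 0.186). Lengths were taken from the TSS of Table S2 to the start codon of Table S1, for 502 TUs with an experimentally identified TSS.

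**Figure D1:**
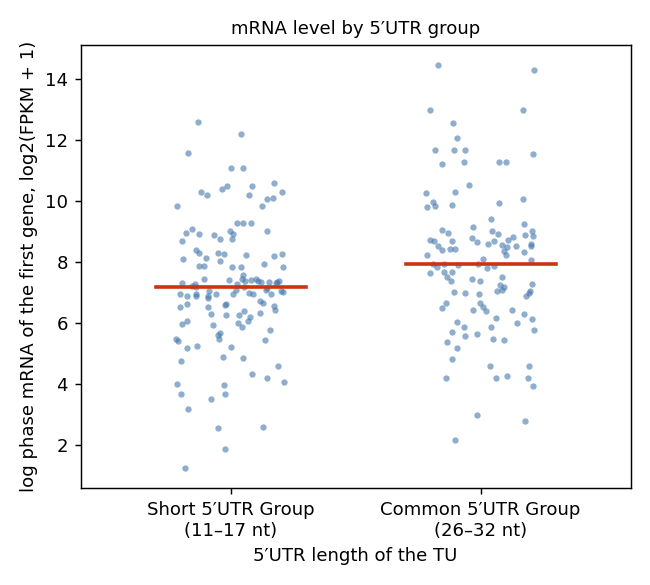
Log phase mRNA level of the first gene of each TU, as log2 of FPKM plus 1, for 5'UTRs of 11 to 17 nt (130 TUs) and of 26 to 32 nt (116 TUs). Each point is a TU and the lines mark the medians, 7.17 and 7.94, with wide overlap of the groups.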

#### *T. maritima* PIRs are predominantly too short to permit transcription factor regulation

To enable regulation of transcription, space in the genome must be dedicated to operator sites, which serve as docking locations for TF recruitment. Typically, these sites reside upstream of the TSS, but can also be found downstream of the TSS (in the 5′UTR). An analysis centered on PIRs was chosen to capture the potential for TF binding sites both upstream and downstream of the TSS. A total of 31 TF regulons with a combined total of 91 genomic binding sites were extracted from the RegPrecise database [57]. Mapping of the TF binding sites to the *T. maritima* genome showed that 71 were within PIRs, 12 mapped to intergenic regions not carrying a promoter and the remaining 8 were within or overlapped an annotated gene (Table S6). The length distribution of PIRs without a TF binding site was compared to that of PIRs with TF binding sites (Figure 3C). The median length of PIRs that do not contain a TF binding site is 78 bp. This is significantly shorter than the length of PIRs that carry a single TF binding site (median = 161 bp, Wilcoxon rank-sum test p = 6.9×10^−8^) or multiple TF binding sites (median = 252 bp, Wilcoxon rank-sum test p = 2.8×10^−7^). Thus, the majority of *T. maritima* PIRs do not contain the typical space required to encode a TF binding site.

### *T. maritima* has an actively transcribed genome that is tightly correlated to protein abundances

Transcriptome data indicate that the genome of *T. maritima* is exceptionally active irrespective of growth condition (Figure 4A) with 91–96% of genes expressed above an FPKM threshold of 8. This fraction of genes transcribed is uncharacteristically high compared to other free-living bacteria (see Table S7). Furthermore, translational evidence supporting the high gene expression activity of *T. maritima* is found in the proteomic datasets. 

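More than 91% of protein-coding genes reached the paper's threshold in every culture condition. At an FPKM of 8 or more stood 1765 of 1893 genes in log phase (93.2%, exact Clopper-Pearson 95% interval 92.0 to 94.3%), 1816 in late exponential phase (95.9%, 94.9 to 96.8%), 1732 after heat shock (91.5%, 90.1 to 92.7%) and 1820 under hydrogen inhibition (96.1%, 95.2 to 97.0%). In 2 libraries the median antisense transcript of Table S4 itself lay above 8, at 23.98 in late exponential phase and 16.5 under hydrogen inhibition, and 279 and 144 genes lay below that median, against 77 and 73 below 8. In log phase and after heat shock it lay below 8, at 4.54 and 3.96. Signal was concentrated in few genes after heat shock, where the 50 most abundant genes held 59.9% of it by FPKM times length. This share was 46.3% in log phase, 33.2% in late exponential phase and 31.2% under hydrogen inhibition. In log phase the highest values belonged to the hypothetical protein Tmari_0473 (28024), hydroxypyruvate reductase Tmari_1408 (23620), glyceraldehyde-3-phosphate dehydrogenase Tmari_0688 (22785), which catalyses a central step of glycolysis, serine-glyoxylate aminotransferase Tmari_1407 (20351) and the DNA-binding protein HBsu Tmari_0264 (15159). The intervals cover counting of genes only, since fragment counts per gene were not available. From the shares above an FPKM threshold of 8, the paper reasons that the genome is exceptionally active in every condition tested. It also sets the share against those of other free-living bacteria and cites peptide evidence.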

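Over the 4 conditions together, 1857 of the 1893 protein-coding genes (98.1%) reached an FPKM of 8 in at least 1 library. The paper's Table S7 gives 1873 of 1897 genes (98.7%) for T. maritima. Of the 1857 genes, 57.7% also have a protein abundance in the paper's Table S9. That table holds only proteins that passed the paper's filters for quantification, among them at least 1 peptide in log phase. The share is therefore not comparable with the paper's share of proteins with peptide evidence. A single condition accounted for few of them: 2 genes reached this level in log phase alone, 10 in late exponential phase alone, 6 after heat shock alone and 4 under hydrogen inhibition alone. An FPKM of 1000 or more was reached by 142 of the 1893 genes in log phase, 88 in late exponential phase, 96 after heat shock and 168 under hydrogen inhibition.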

In each condition tested, peptide evidence was detected for 74% of the annotated proteins. It is also found that mRNA and protein abundances are tightly linked (Pearson r = 0.63, p<2.2×10^−16^ t-test) (Figure 4B). This correlation is stronger and more significant than those reported in comparable studies for other bacteria [58], [59].

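Genes with more mRNA had more protein in log phase. Across the 1074 genes with a protein abundance in the paper's Table S9, Pearson's r of FPKM and protein abundance was 0.630 and Spearman's rho was 0.621 (two-sided permutation tests, p = 1e-05 each, the smallest they can give, adjusted p = 1.86e-05). Median protein abundance was 0.0150, 0.0424, 0.102 and 0.360 over 4 groups of 268 or 269 genes from the lowest to the highest FPKM. Glyceraldehyde-3-phosphate dehydrogenase (Tmari_0688) had the highest protein abundance, 10.7. The histone-like protein HBsu (Tmari_0264), which binds and bends DNA, came next with 7.29, ahead of hydroxypyruvate reductase (Tmari_1408) with 4.64. Among gene lists, pyruvate oxidation to acetate had a median abundance of 1.68 over 6 genes, glycolysis 0.711 over 11 genes and ribosomal proteins 0.634 over 48 genes, against 0.0658 over all 1074. The gene of highest FPKM, Tmari_0473, had protein rank 83, and ribosomal protein L33p (Tmari_0448), at an FPKM of 10788, had rank 369.
Without the 10 genes of highest FPKM, r was 0.566. The correlations are across genes within single samples, and genes are not independent replicates. With the FPKM of the late exponential library in place of log phase, r was 0.105 (p = 0.0122) and rho was 0.379.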

**Figure 4:**
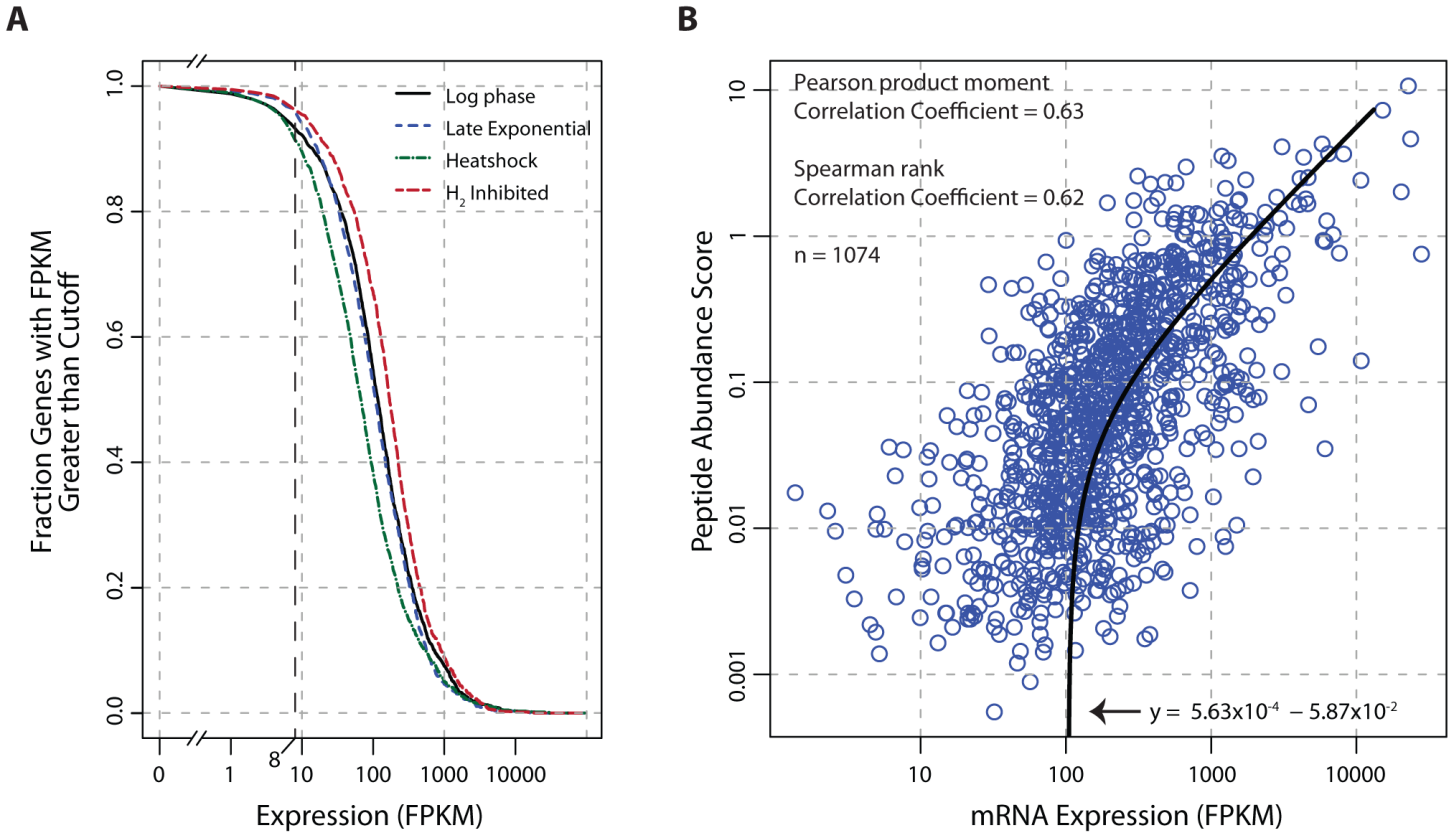
Global analysis of mRNA and protein expression levels. (A) The fraction of transcribed genes as a function of the FPKM threshold. Under growth promoting conditions (log-phase) and early in the transition to stressed conditions (carbon-limited late exponential phase, heat shock, and hydrogen inhibition), 91–96% of the genome is expressed using a conservative FPKM threshold of ≥8. (B) Correlation of mRNA expression and protein abundance. The line of best fit indicates a strong linear relationship (Pearson r = 0.63, p<2.2×10^−16^ t-test) between transcription and translation. The peptide abundance score for each protein was derived by dividing the total spectral count by the number of possible tryptic peptides (400–2000 m/z up to a charge state (z) of 3, hence a maximum fragment mass of 6000). Abbreviations: FPKM, Fragments Per Kilobase of transcript per Million mapped reads; m/z, mass-to-charge ratio.

## Discussion

Genome-scale technologies have provided researchers unprecedented access to large volumes of data detailing the composition of a cell. However, approaches for data analysis and interpretation have lagged behind due to the scope and complexity of these data types. Here, we present a framework for multi-omic data analysis that annotates genomic features involved in transcription, translation and regulation. This methodology integrates genome-scale datasets with bioinformatics predictions to produce 1) an improvement of the gene annotation, 2) an experimentally validated TU architecture and 3) the identification of putative antisense, non-coding transcripts and alternative TSSs. Using these annotated genomic features enabled the genome-wide identification of promoters and RBSs, which are difficult to identify solely using *in silico* approaches [60], [61]. Furthermore, the relative binding strength of individual promoters and RBSs was quantitatively measured using thermodynamic principles enabling multi-species comparison of these sequence features. The annotated genome organization served as a scaffold for analyzing regulatory features. Transcription factor regulation was examined with respect to promoter containing intergenic regions while the translational impact of the 5′UTR distribution was considered. The multi-omic data generation and analysis demonstrated here is applicable to many microbial species.

Applying this methodology to study the genome organization of *T. maritima* revealed that it has many distinctive properties compared to other organisms. Genome-scale analysis of promoters showed that *T. maritima* encodes a highly conserved, robust architecture that ensures transcription initiation. Similarly, RBS sequence conservation was shown to be thermodynamically sufficient for translation initiation for almost all *T. maritima* genes at 80°C compared with only a fraction of *E. coli* genes. The distinctive properties of the *T. maritima* genome extend beyond sequence composition and are apparent at the organizational level. The high protein-coding density and minimal intergenic space found in this organism have resulted in a high number of genes per TU, a paucity of putative ncRNAs and few TUs with multiple start sites. Furthermore, transcriptional regulation appears to be limited to a few TUs due to a lack of genomic space in PIRs. Interestingly, the 5′UTR component of the PIR was found to be uncharacteristically bimodal and was comprised of an unusually short grouping of 5′UTRs. Lastly, the constrained genome organization of *T. maritima* is reflected in the physiological state of the cell. Transcription of the vast majority of genes is detected independent of culture condition and the correlation between protein and mRNA is stronger than previously observed in other bacteria.

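A core of 1657 genes (87.5% of 1893) stood at an FPKM of 8 or more in all 4 libraries, and 36 genes stood below it in all of them. The genes below 8 throughout include Tmari_0961, listed as RbsD of the ribose transport system, and ribokinase (Tmari_0962), which phosphorylates ribose, at 1.37 and 0.980 in log phase. They also include a run of genes for a Na+/H+ antiporter and NADH dehydrogenase-like subunits on the plus strand from 1231906 to 1237729 (Tmari_1216 and Tmari_1218 to Tmari_1221), with log phase values from 2.59 to 3.36. These genes were chosen after their values were seen. Of the 36, 20 encode hypothetical proteins, 14 are shorter than 300 nt and 2, Tmari_0961 and Tmari_1216, have a protein abundance in the paper's Table S9. In a single library alone, 78 genes lay below 8 after heat shock, 31 in log phase, 14 in late exponential phase and 4 under hydrogen inhibition. When each library was scaled to the median gene of log phase, 95.7% of genes reached 8 after heat shock and 94.8% under hydrogen inhibition.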

We hypothesize that the hyperthermophilic lifestyle of *T. maritima* could potentially explain the distinctive characteristics of this organism's genome organization. For instance, the increased sequence conservation of promoter elements and RBSs throughout the *T. maritima* genome may be attributed to the need to maintain gene expression under extreme temperature conditions. Macromolecular interactions (e.g. protein/protein, protein/DNA and RNA/RNA) are intrinsically harder to maintain at higher temperatures. In the case of TF binding sites, it has been shown that each nucleotide deviation from consensus results in a ∼2k_b_T penalty to the maximum binding free energy for a given TF (where k_b_ is Boltzmann's constant and T is temperature) [62]. Increasing the temperature amplifies the binding free energy penalty for every non-conserved base pair. Therefore at 80°C, mismatches between the Shine-Dalgarno and anti-Shine-Dalgarno sequence are especially severe. Thus, *T. maritima* must overcome the intrinsic challenge of recognizing and retaining contact at the initiation site for both transcription and translation. Our data suggests that high sequence conservation of promoter and RBS sequences is one of the mechanisms used by *T. maritima* to ensure sufficient gene expression. This sequence-level adaptation could be analogous to many others observed in thermophilic organisms such as the amino acid composition of proteins [29], [30] and the GC content of structural RNAs [63].

The minimal intergenic space found in the *T. maritima* genome is reminiscent of a streamlined genome, which could explain the limited regulatory capacity observed in this organism. Inflexibility of metabolic regulons has been previously alluded to for other Thermotogales [64]. Here it is demonstrated that, for most TUs, a lack of physical space exists for transcriptional regulation by TFs. Furthermore, the Short 5′UTR group carries the minimum number of nucleotides needed to recruit the ribosome based on Shine-Dalgarno/anti-Shine-Dalgarno interactions [54]. Further reduction in 5′UTR length would abolish translation. Short 5′UTRs also reduce the capacity to regulate by limiting 5′UTR interactions [65], [66].

Though thermodynamics and physical space are hypothesized to contribute to the characteristic features of the *T. maritima* genome, the phylogenetic contribution cannot be dismissed. These potential causal factors are difficult to decouple. For RBSs, we were able to determine the impact of phylogeny and optimal growth temperature on RBS binding strength. By analyzing RBSs from 109 bacterial species spanning many phyla and having a diverse range of optimal growth temperatures we were able to demonstrate that both phylogeny and optimal growth temperature were significant determinants of RBSs sequence composition. However, a recent analysis of genome size among species of the order Thermotogales could not resolve the impact of phylogeny from optimal growth temperature [19]. The authors found that a negative correlation between genome size and optimal growth temperature exists within this order but the correlation did not hold when phylogeny was accounted for in the analysis. Interestingly, this study also found that the number of predicted transcriptional regulators and intergenic space is higher in *Mesotoga prima*, a mesophilic member of the Thermotogales. Thus, the relationship between phylogeny and the genome organization is difficult to elucidate without the generation of more datasets similar to the one presented here.

Thermotogae are an ideal phylum for future investigations on the causal impact of factors such as temperature, intergenic space and phylogeny on genome organization. This phylum contains organisms that are found in many diverse environments with a wide range of optimal growth temperatures. Generating multi-omic datasets and analyzing them using an integrated, quantitative workflow for numerous Thermotogae species would enable assessment of various environmental factors in the context of phylogenetic distance. Furthermore, given their phylogenetic depth, characterization of the Thermotogae will also provide insights in the evolutionary trajectory of microbial life on earth.

## Materials and Methods

### Culture conditions and physiology

*T. maritima* MSB8 ATCC derived cultures were grown at 80°C under anoxic conditions in a chemically defined, minimal medium [67]. Cultures were maintained in either serum bottles or pH-controlled (6.5) fermenters with continuous 80% N_2_, 20% CO_2_ sparging. Maltose and acetate concentrations were measured using an HPLC. HPLC parameters were previously described [68]. The following growth conditions were used for omics analysis: 1) log phase, 2) carbon-limited late exponential phase, 3) heat shock and 4) H_2_ inhibition. Log phase samples were collected from mid-exponential phase cultures grown in 125 mL serum bottles with 50 mL working volume of media and 10 mM maltose as the sole carbon source. Carbon-limited late exponential phase cultures were grown in pH controlled fermenters with pH control and continuous stripping of evolved hydrogen. Cultures were monitored for OD and maltose concentration and samples were collected upon depletion of maltose. 

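When maltose ran out, genes of the F-type ATP synthase, glycolysis and pyruvate oxidation lay below log phase as groups, and chaperones and the predicted HrcA regulon lay above. The 8 genes with a described product and the largest ratios above log phase include 4 neighbours on the plus strand from 428782 to 433062. These are the regulator InoR (Tmari_0408, FPKM 272 against 0.668, log2 ratio 7.45), L-threonine 3-dehydrogenase (Tmari_0409, FPKM 649 against 2.54, log2 ratio 7.61), creatinine amidohydrolase (Tmari_0410, 719 against 7.22, log2 ratio 6.54) and myo-inositol 2-dehydrogenase (Tmari_0411, 392 against 3.27, log2 ratio 6.62). Butyrate kinase (Tmari_1762) stood at 430.5 against 1.6 (log2 ratio 7.47). In log phase these 5 genes lay below 8, so the size and order of their ratios depend on the pseudocount. Ferritin (Tmari_0557), which stores iron, had a log2 ratio of 5.75. All 9 genes of the F-type ATP synthase were lower (list median -2.46, percentile 0.065), as were 5 of 6 genes of pyruvate oxidation to acetate (-2.65, percentile 0.11).
Of 11 glycolysis genes, 6 were lower and 1 was higher (median -1.27, percentile 2.10), and glyceraldehyde-3-phosphate dehydrogenase (Tmari_0688) stood at 1856 against 22785. Of 6 genes of the Rnf complex, an ion-pumping ferredoxin oxidoreductase, 5 were lower (-1.60, percentile 1.65). Among genes of 300 nt or more, the percentiles of glycolysis and Rnf were 3.045 and 2.505, no longer apart. The predicted regulon of Rex, a redox-sensitive repressor, had 14 of 21 genes lower and 1 higher (-2.56, percentile 0), and hydrogenase subunit HoxF (Tmari_1431) stood at 103 against 4489 (log2 ratio -5.34). Purine and pyrimidine biosynthesis had 15 of 18 genes lower (-2.73, percentile 0), and amino acid biosynthesis had 19 of 46 lower and 1 higher (-0.69, percentile 0.27). Of 53 ribosomal protein genes, 21 were lower and 2 were higher (-0.71, percentile 1.85), with L23p (Tmari_1506) at 42.6 against 665. When lists were shifted along the gene order, Rnf (percentile 8.37), amino acid biosynthesis (4.57) and ribosomal proteins (3.29) were no longer apart.
Of 19 chaperones and ATP-dependent proteases, 12 were higher and none was lower (1.19, percentile 99.9), among them DnaK (Tmari_0371, log2 ratio 3.38) and the protease HtrA (Tmari_0569, 2.92). The predicted regulon of HrcA, the heat shock repressor, had 8 of 9 genes higher (2.87, percentile 100). The predicted regulon of XylR, a regulator of xylose use, had 12 of 16 genes higher (1.65, percentile 99.99). Flagella and chemotaxis genes were split, 23 higher and 8 lower of 59 (0.47, percentile 98.7), with the flagellin FlaG (Tmari_1130) at 3.46 and the chemotaxis regulator Tmari_0719 at -2.75, and against shifted lists they were no longer apart (percentile 93.3). DNA repair and recombination had 7 higher and 1 lower of 17 genes (0.98, percentile 99.3). Over all 1841 genes compared, 469 were higher and 470 were lower. The culture vessel, pH control, maltose supply and continuous removal of hydrogen changed together with the growth phase, and their effects cannot be told apart. This library also had the lowest share of fragments on listed genes.

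**Figure D2:**
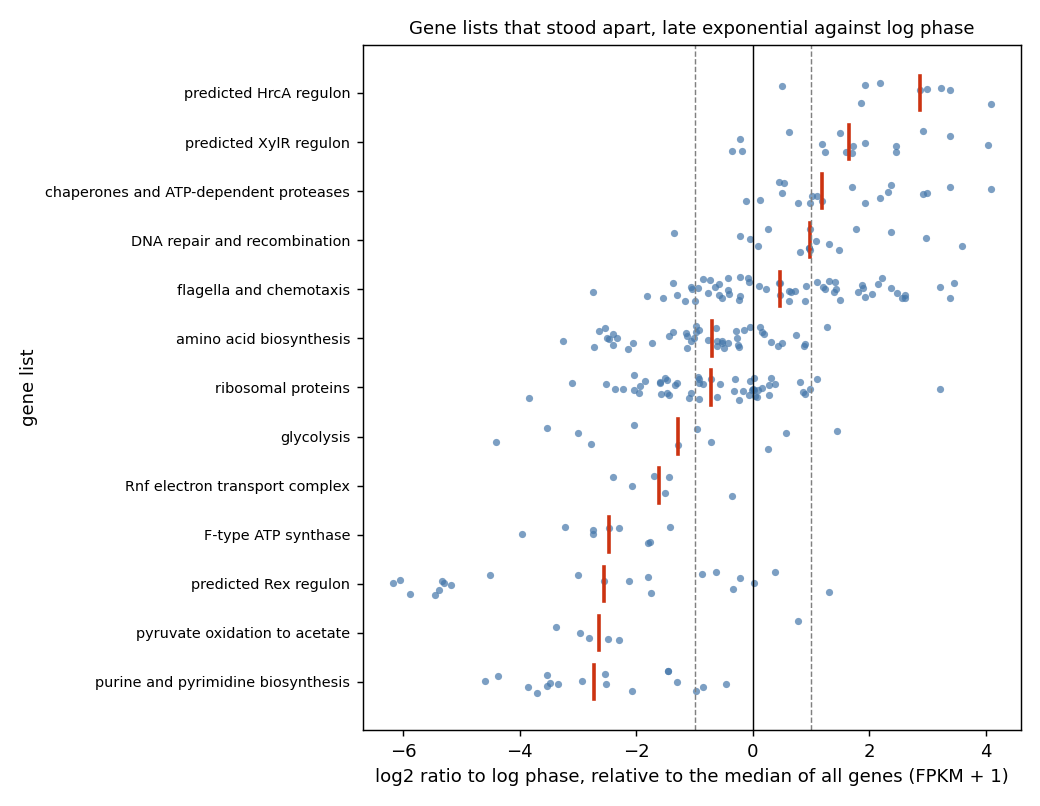
Log2 ratio of late exponential to log phase FPKM, relative to the median gene, for the gene lists. Each point is a gene and the line is the list median, which lies at -2.46 for the F-type ATP synthase and at 2.87 for the predicted HrcA regulon.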

The heat shock condition was achieved by rapidly heating mid-exponential phase cultures grown in serum bottles (similar to the log phase condition) to 90°C and sampled after 10 minutes for transcriptome analysis. This has been shown to result in the heat shock response [69]. 

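After 10 min at 90°C, chaperone genes were among the most abundant mRNAs. The small heat shock protein (Tmari_0372, plus strand, 394078 to 394521), which holds unfolding proteins, stood at an FPKM of 30663 against 173 in log phase, a log2 ratio of 8.11. The chaperonin GroEL (Tmari_0502) stood at 29178 against 1731 (log2 ratio 4.73), the disaggregase ClpB (Tmari_0875) had a log2 ratio of 5.92 and DnaK (Tmari_0371) had 5.21. All 9 genes of the predicted HrcA regulon were higher (list median 4.54, percentile 100). Of 19 chaperones and ATP-dependent proteases, 6 of which are in that regulon too, 10 were higher and 1 was lower (1.03, percentile 99.7). Inositol-1-phosphate synthase (Tmari_1426), which makes the precursor of the heat-protective solute di-myo-inositol phosphate, had a log2 ratio of 6.62.
The list of other sugar ABC transporters was also higher. Of 46 other sugar ABC transporter genes, 31 were higher and none was lower (1.52, percentile 100), with the xylobiose-binding protein Tmari_0068 at 3374 against 40.7 and the beta-glucoside-binding protein Tmari_0028 at 23914 against 2964. Genes of maltose and maltodextrin use were higher for 8 of 14 (1.27, percentile 99.8). The predicted regulons of sugar regulators were higher for 13 of 16 genes of XylR (2.43, percentile 100), 9 of 15 of GalR (1.46, percentile 99.99), 7 of 11 of ManR (1.31, percentile 98.5) and 6 of 10 of BglR (1.06, percentile 98.1), with none lower. The UxaR regulon had 9 higher and 2 lower of 18 (0.91, percentile 99.7). When lists were shifted along the gene order, so that neighbours in a list stay neighbours, ManR (percentile 96.8), UxaR (94.2) and BglR (91.0) were no longer apart. The lists overlap, since 9 genes of the XylR regulon and 5 of the BglR regulon are also sugar ABC transporters.
The purine and pyrimidine and the amino acid biosynthesis lists were lower. In purine and pyrimidine biosynthesis, 15 of 18 genes were lower and 1 was higher (-3.58, percentile 0), and IMP cyclohydrolase (Tmari_1254), the last step to IMP, stood at 10.5 against 1039. Amino acid biosynthesis had 26 of 46 genes lower and 1 higher (-1.36, percentile 0). The F-type ATP synthase had 8 of 9 lower (-2.08, percentile 0.03), pyruvate oxidation to acetate 5 lower and 1 higher of 6 (-2.02, percentile 0.19) and phosphate uptake 4 of 7 lower (-1.47, percentile 1.78). Of 11 glycolysis genes, 7 were lower, among them enolase (Tmari_0879, log2 ratio -1.77), and the pyrophosphate-dependent phosphofructokinase Tmari_0287 was higher at 3.56 (median -1.11, percentile 0.58). Against shifted lists, the F-type ATP synthase (percentile 3.27), pyruvate oxidation (2.80), phosphate uptake (9.84) and glycolysis (2.64) were no longer apart. The cold shock protein CspA (Tmari_1889) stood at 54.1 against 4572. The predicted Rex regulon had 8 higher and 9 lower of 21 genes (median 0.45, mean -0.03, percentile 71.7), but among genes of 300 nt or more its median was -1.98 at percentile 0.
Over all 1821 genes compared, 380 were higher and 426 were lower. Without setting the median ratio to 0, the counts were 193 and 724, so that the higher genes made up 21.0% of the calls in place of 47.1%. The difference has no replicate check.

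**Figure D3:**
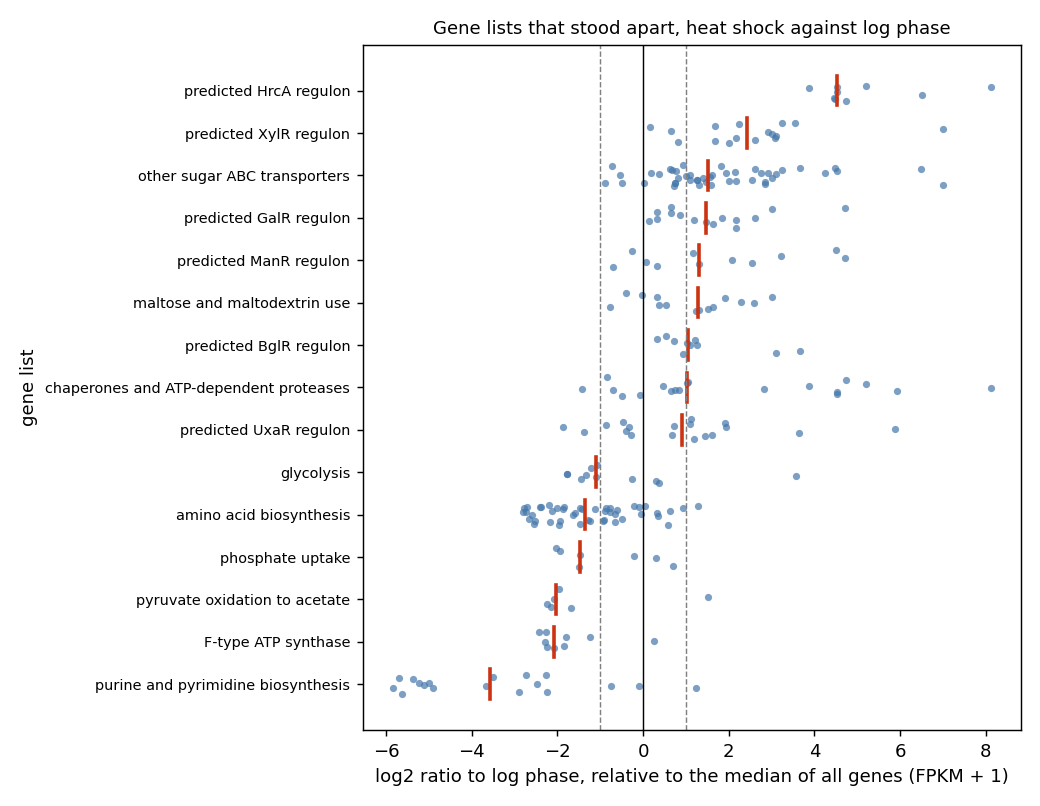
Log2 ratio of heat shock to log phase FPKM, relative to the median gene, for the gene lists. Each point is a gene and the line is the list median, highest for the predicted HrcA regulon at 4.54 and lowest for purine and pyrimidine biosynthesis at -3.58.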

H_2_ inhibition was achieved by allowing the native evolution of hydrogen to accumulate in serum bottles (similar to the log phase condition). Arrested growth was indicated by successive OD readings that showed no change measured every 30 minutes. 

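Under hydrogen inhibition, the largest ratios above log phase among genes with a described product include genes of NAD synthesis. L-aspartate dehydrogenase (Tmari_1652) stood at an FPKM of 1659 against 25.3 (log2 ratio 5.45), and the neighbouring quinolinate synthetase (Tmari_1653, 5.04) and quinolinate phosphoribosyltransferase (Tmari_1654, 5.29) complete the path to the nicotinate nucleotide. They lie on the plus strand from 1632680 to 1635140. The repressor of NAD biosynthesis (Tmari_1610) had a log2 ratio of 4.21, and the niacin transporter NiaP (Tmari_1611) had 3.44. All 10 genes of the predicted regulon of BglR, a regulator of beta-glucoside use, were lower (list median -3.35, percentile 0), with the binding protein Tmari_0028 at 349 against 2964. Most genes of this regulon lie side by side in the same TU, so they are not independent. The list of other sugar ABC transporters, given below, holds 5 of them too.
The predicted Rex regulon had 14 of 21 genes lower and 1 higher (-2.13, percentile 0), and hydroxypyruvate reductase (Tmari_1408) had a log2 ratio of -3.57. Hydrogenase subunits and homologs were split, and 8 of these 10 genes are also in the predicted Rex regulon, so the lists are not separate results. The neighbours Tmari_1428, HoxE (Tmari_1430), HoxF (Tmari_1431) and Tmari_1432 were lower, with log2 ratios of -2.06, -3.30, -2.77 and -3.01. Tmari_0199 (1.02) and Tmari_0225 (1.35), which were chosen after their values were seen, were higher. The list of 10 had a median of 0.55 (percentile 99.96) and a mean of -0.61, which differ in sign. Of 6 Rnf genes, 4 were lower (-1.02, percentile 0.06), and of 11 glycolysis genes 3 were lower (-0.89, percentile 0.335), with glyceraldehyde-3-phosphate dehydrogenase (Tmari_0688) at 10335. Of 20 CRISPR-associated genes, 6 were lower (-0.79, percentile 0). The predicted regulon of Fur, an iron-responsive repressor, had 4 lower and 1 higher of 9 (-0.83, percentile 0.105), and 5 of its genes are also in another list. The 4 lower genes were the iron permease EfeU (Tmari_0414, -2.05), a nitroreductase (Tmari_0384, -1.15) and the myo-inositol permeases InoF (Tmari_0416, -1.44) and InoG (Tmari_0417, -1.46). When lists were shifted along the gene order, so that neighbours in a list stay neighbours, hydrogenase subunits (percentile 96.4), Rnf (3.45) and Fur (2.85) were no longer apart.
The predicted regulon of UxaR, a regulator of galacturonate use, had 11 of 19 genes higher (1.16, percentile 100), among them uronate isomerase (Tmari_0439, 2.25). Flagella and chemotaxis had 15 higher and 3 lower of 58 (0.32, percentile 99.9), and DNA repair and recombination had 3 of 17 higher (0.56, percentile 99.3). Chaperones and ATP-dependent proteases had 2 of 19 higher (0.30, percentile 98.6, but 96.8 against lists matched on coding length and 94.4 against shifted lists, no longer apart).
Of 46 other sugar ABC transporter genes, 11 were lower and 2 were higher (-0.30, percentile 0.04). The predicted XylR regulon had 1 of 16 lower (-0.52, percentile 0.14), and the GalR regulon 3 of 15 lower (-0.43, percentile 0.82, and 3.39 against lists matched on coding length, no longer apart). Against shifted lists, none of these 3 was apart (percentiles 3.503, 4.71 and 8.32). Without setting the median ratio to 0, the medians of these 3 lists were above 0, at 0.22, 0.0020 and 0.089. Over all 1828 genes compared, 128 were higher and 171 were lower. The counts were 427 and 71 without setting the median to 0, and 186 and 126 relative to the upper quartile of each library.

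**Figure D4:**
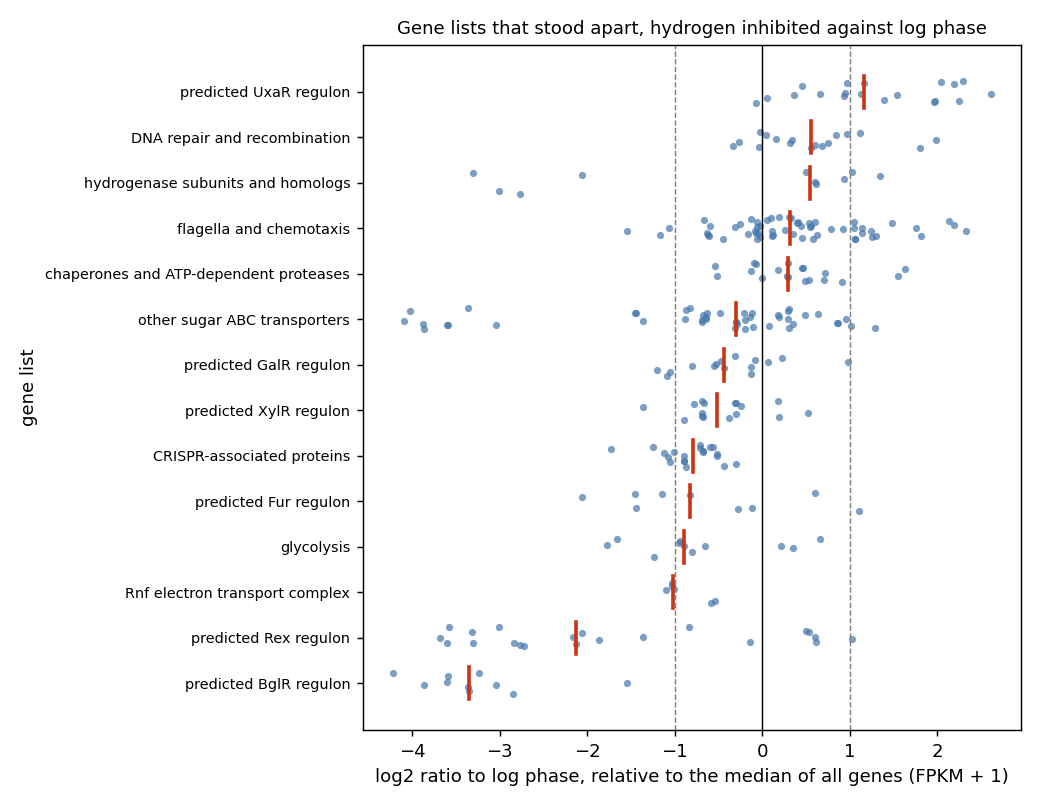
Log2 ratio of hydrogen inhibited to log phase FPKM, relative to the median gene, for the gene lists. Each point is a gene and the line is the list median, lowest for the predicted BglR regulon at -3.35 and highest for the predicted UxaR regulon at 1.16.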

Growth profiles for these conditions are shown in Figure S4.

### Genome resequencing and annotation updates

The recent identification of a 9 kb gap in the *T. maritima* MSB8 genome [33] prompted genome resequencing. Genomic DNA was isolated using Promega's Wizard Genomic DNA Purification Kit. Paired-end resequencing libraries were generated following standard Illumina protocols and sequenced on an Illumina GAIIx platform. The updated genome sequence was assembled as follows: (1) Reads were aligned to the 8.9 kb region identified in the *T. maritima* MSB8 DSMZ genomovar (AGIJ00000000.1) [33] and the TIGR genomovar (AE000512.1) sequence using SHOREmap [70] and MosaikAligner (http://bioinformatics.bc.edu/marthlab/Mosaik). (2) Unaligned reads were *de novo* assembled using Velvet [71] to ensure no additional assemblies were present. (3) The sequence was corrected for SNPs and indels detected during read alignment.

An updated genome annotation was generated using the RAST pipeline with the default parameters [34]. Predicted gene sequences were mapped to the AE000512.1 annotation using a bidirectional Smith-Waterman alignment to identify the corresponding locus tags. Instances where ≥30 bp separated the predicted gene length between annotations were reconciled through manual inspection of gene expression data and bioinformatics predictions. Gene length differences <30 bp could not be reconciled (unless peptide data supported only one annotation). In these cases, the updated sequence annotation was retained.

### Transcription start site determination

Total RNA was isolated from log phase cultures using the hot SDS/phenol approach as previously described (http://www.bio.davidson.edu/projects/GCAT/protocols/ecoli/RNApurification.pdf). DNase-treated total RNA samples were recovered using Fisher SurePrep TrueTotal RNA columns. Two biological replicate TSS sequencing libraries were constructed as previously described [7]. Illumina reads were aligned to the updated *T. maritima* genome using the Mosaik Aligner. The number of sequenced reads and the number of aligned reads can be found in Table S10. Only uniquely mapped 5′ ends with ≥5 reads were retained as potential TSSs.

### Transcriptome characterization and gene expression

Tiling array and RNA-seq data were generated under log phase growth, carbon-limiting late exponential phase, heat shock and hydrogen inhibited conditions. Total RNA was isolated using the TRIzol (Invitrogen) extraction procedure followed by DNase treatment and purification using either the Qiagen RNeasy Mini Kit (Tiling Arrays) or the SurePrep TrueTotal RNA columns (RNA-seq).

Custom tiling arrays were synthesized based on the AE000512.1 genome sequence by Roche Nimblegen to carry 71,548 probes with a mean interval of 25 bp. Probe information was remapped to the updated genome sequence. Of the original 71,548 probes, only 125 did not map. Labeled cDNA was generated and processed as previously described [7]. The Transcription Detector algorithm [72] determined probes expressed above background at a FDR = 0.05.

Paired-end, strand-specific RNA-seq was performed using the dUTP method [73] with the following modifications. rRNA was removed with Epicentre's Ribo-Zero rRNA Removal Kit. Subtracted RNA was fragmented for 3 min using Ambion's RNA Fragmentation Reagents. cDNA was generated using Invitrogen's SuperScript III First-Strand Synthesis protocol with random hexamer priming. Illumina reads were aligned to the updated *T. maritima* genome using Bowtie [74] with up to 2 mismatches per read alignment. The number of sequenced reads and the number of aligned reads can be found in Table S10. FPKM values were calculated using Cufflinks [75]. Functional RNA transcripts were excluded from FPKM determination.

### Proteomics, peptide mapping, and protein abundance quantitation

Proteomics samples and data were generally prepared as previously described [76]. In summary, triplicate samples of both log phase and late exponential phase culture were lysed by French press, and proteins were extracted into global, soluble, and insoluble fractions. The three protein fractions were digested with trypsin (Promega) for 4 h at 37°C and then cleaned-up using C18 or SCX SPE columns (Supelco), as appropriate. Resulting peptide samples were separated in the first dimension by high pH HPLC (Agilent) and then analyzed by LC-MS/MS using C18 resin (Phenomenex) with an expontial gradient on a custom built LC platform coupled to a linear ion trap (LTQ) or a Velos Orbitrap mass spectrometer (Thermo Scientific) operated in data dependent mode. Peptides were identified by SEQUEST (Thermo Scientific) against a six-frame translation of the *T. maritima* genome with no protease specified in the search. Xcorr values were refined to conform to generally accepted criteria and were applied to result in a false discovery rate of 0.16% at the peptide level. Non-quantitative peptide-level data can be found in Table S8.

Normalized protein abundances can be found in Table S9. Quantitative Peptide-level data was extracted from Lerman et al. [77] and mapped to the CP004077 genome annotation. The following criteria were used to filter proteins for quantitative analysis: 1) the protein has a total spectral count ≥2 across all conditions (minimum of two unique peptides or a single unique peptide with two observations), 2) the protein has ≥1 observed peptide under log phase since our data was correlated against log phase transcriptome data. Redundant peptides (i.e. peptides mapping to multiple protein entries) were excluded from the analysis to minimize potential ambiguity. For quantitative analysis, we normalized the observed spectral counts for each ORF by the number of possible fully tryptic peptides in the ORF. The number of possible fully tryptic peptides for each ORF was determined using the Protein Digestion Simulator (http://omics.pnl.gov/software/ProteinDigestionSimulator.php). Default settings were used, except the parameter “Max Missed Cleavages” was set to 0 and “Minimum Residue Count” was set to 6. These options require fully tryptic peptides of at least length 6. This program only considers peptides 400–2000 m/z up to a charge state (z) of 3, hence a maximum fragment mass of 6000.

### Promoter element motif analysis and position weight matrix (PWM) generation

The process of determining individual σ^70^ promoter elements upstream of each unique TU start in *T. maritima* was an iterative process, involving two software packages: BioProspector [78] and MEME [79]. BioProspector is able to identify gapped motif elements so it was used to initially identify *T. maritima* motifs. In BioProspector, sequences 75 bp upstream of TU starts were searched for bipartite elements (6 and 9 bp in width) with a 10–25 bp allowable gap and visualized through WebLogo [80]. MEME provides deterministic position-weight matrices appropriate for information content calculations. The −10 and extended −10 boxes were searched [−1 to −18] upstream of the TSS while the −35 box was searched [−20 to −44]. *E. coli* TUs annotated with σ^70^ promoters and experimentally validated TSSs in the EcoCyc Database (version 15.0) [49] were extracted for comparative analysis.

A similar approach was applied to identify promoter motifs for alternative sigma factors. *T. maritima* has three annotated alternative sigma factors: RpoE (Tmari_1606), SigH (Tmari_0531) and FliA (Tmari_0904). For RpoE and SigH, the upstream region of TUs having genes showing high differential expression under a given stress condition (heat shock, hydrogen inhibited and carbon-limited late exponential phase) were searched for motif elements. The upstream regions of flagellar gene encoding TUs were searched for a FliA motif. However, no sequence motif could be detected for any of the three alternate sigma factors.

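All 4 sigma factor genes were measured in the 4 libraries. The gene of the housekeeping factor RpoD (Tmari_1457, minus strand, 1467967 to 1469190) stood at an FPKM of 371 in log phase, 612 after heat shock, 1410 in late exponential phase and 1045 under hydrogen inhibition. RpoE (Tmari_1606, plus strand, 1589092 to 1589661), of a family that answers envelope stress in other bacteria, stood at 125.0 in log phase, 258 after heat shock, 1866 in late exponential phase and 473 under hydrogen inhibition. Relative to the median gene, the log2 ratios of RpoE were 1.69, 3.98 and 1.39 in the order heat shock, late exponential phase and hydrogen inhibition, and those of RpoD were 1.37, 2.02 and 0.97. Without setting the median ratio to 0, the heat shock value of RpoD was 0.72, below 2-fold. SigH (Tmari_0531) stood at 53.8 in log phase, with log2 ratios of -0.52, -0.80 and 0.07 in the same order. FliA (Tmari_0904), the flagellar sigma factor, stood at 59.4, with log2 ratios of -0.58, 1.04 and -0.07. The value of 1.04 became 0.94 without setting the median to 0, and the value of -0.07 then lay above 0. Other values then passed 2-fold: 1.49 for RpoD under hydrogen inhibition, and -1.17 for SigH and -1.23 for FliA after heat shock.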

### Information content calculations

Position weight matrices (PWMs) for each promoter element were converted to individual information weight matrices using the following formula established in the field of molecular information theory [43]: R*_iw_*(*b*, *i*) = 2−(−log_2_f(*b*, *i*)), where f(*b*, *i*) is taken to be the probability of observing base *b* at position *i*. The individual information of a sequence, I*_seq_*, was calculated by summing the relevant entries of R*_iw_*. For any particular sequence, only one entry of R*_iw_* is relevant among 4 bases for each position *i* in the sequence. I*_seq_* is measured throughout in bits since the log was base 2 in converting the PWM to R*_iw_*.

I*_seq_* reflects sequence conservation for a single sequence, but natural promoters are often formed by multiple promoter elements, each with their own sequences and corresponding I*_seq_* values. When multiple elements are present, variable length spacers are frequently found between the elements. We applied an approach previously described by Shultzaberger et al. [48] to properly account for all possible promoter elements and the variation in their spacing. This allowed us to assess total sequence conservation for an entire promoter. For each promoter, the information content for a particular binding mode was calculated based on the formulas: (1) Mode 1: I*_seq_whole_promoter_* = I*_seq_*(−10 element)+I*_seq_*(−35 element)−GS(*d*); (2) Mode 2: I*_seq_whole_promoter_* = I*_seq_*(extended−10 element); (3) Mode 3: I*_seq_whole_promoter_* = I*_seq_*(extended−10 element)+I*_seq_*(−35 element)−GS(*d*). GS(*d*) is ‘gap surprisal’ accounting for variable spacing (of length *d*) between the −10 and −35 elements. GS(*d*) penalizes for unexpected spacing given the major groove accessibility of B-form DNA and was defined as in equation (3) in Shultzaberger [48] with no small-sample correction factor as the analysis here is performed at genome scale. In accordance with the Shultzaberger model, the space between the −10 and −35 elements was restricted to 15–20 bp as measured from the 3′ end of the −35 element and the 5′ end of the −10 element. This limit on the spacer distance I*_seq_whole_promoter_* is measured in bits.

### Ribosome binding site energy calculations

The anti-RBS sequence 5′-UCACCUCCUU-3′ (3′ end of the 16S rRNA) was selected for this study. The hybrid-2s program in the UNAFold software package [81] was used to compute hybridization energies (ΔG) for all possible 10-mers over the temperature range 20–100°C. This dictionary was mined for three applications: (1) binding energy values for all 10-mer sequences in the updated *T. maritima* genome were computed to aid in annotation improvement, (2) the median positional ΔG for all CDSs ±100 bp from the start codon, and (3) the local minimum ΔG for all CDSs 30 bp upstream of the start codon. RBS binding energies across 109 organisms were calculated using this dictionary. Optimal growth temperatures for all non-Thermotogae bacteria were collected from Takemoto et al. [82] and the protein coding gene annotation for each bacterium was extracted from NCBI. CDS data for all Thermotogae with a complete genome sequence were extracted from NCBI with the exception of *T. maritima* for which the annotation generated in this study was used. For each organism, the median RBS ΔG was calculated from the set of minimum RBS ΔG's found for each CDS 30 bp upstream of the annotated start codon. Three distance matrices were constructed for analysis of the 109 bacterial species for which optimum growth temperatures were found. The matrices included are as follows: (1) the absolute difference of median RBS strength values, (2) the absolute difference of optimal growth temperatures and (3) the distance matrix generated by aligning full-length 16S rRNA gene sequences using ClustalW2 (slow mode) followed by the phylogenetic tree generation script (http://www.ebi.ac.uk/Tools/phylogeny/) with default settings. Next, the Mantel test, which tests the correlation between two distance matrices, was applied to compute the significance of various correlations. The ‘vegan’ package of R was used with its default settings.

### Rho-independent terminator site determination

Intrinsic terminators were predicted using the TransTermHP program [83]. To avoid bias introduced by annotation, no genome annotation was used in prediction of Rho-independent terminators. Only terminator structures predicted with a “100%” confidence score were included in the curation of TUs.

### Prediction of small RNAs

Small RNAs were predicted with Infernal [39] using cmsearch with default settings against the Rfam 10.0 Database [84] of small RNA families. sRNAs with an E-value<0.01 were manually curated to verify expression. These sRNAs were checked against the sRNA predictions from Rfam and fRNA-DB (http://www.ncrna.org) based on the AE000512.1 genome sequence.

### Transcription unit assembly

TU assembly was accomplished through an iterative procedure beginning with tiling array expression data. Tiling array data was processed with two Bioconductor packages for transcript segmentation based on change point analysis: tilingArray (http://www.bioconductor.org/packages/2.2/bioc/html/tilingArray.html) and DNAcopy (http://www.bioconductor.org/packages/2.3/bioc/html/DNAcopy.html). Manual comparison of the output from both packages with array data was used to refine the automated set of transcriptional segments. Additional datasets and bioinformatics predictions were added and manually curated to fully characterize the TU assembly. TSS and RNA-seq data provided single-base pair resolution of segment boundaries. Intrinsic terminator predictions were also used for 3′ boundary definition. ncRNAs were identified using the transcript segments. Transcribed regions not associated with a TU and with length exceeding 68 nt (the combined length of the paired end reads with no insert separating them) were quantified using Cufflinks to generate FPKM values across all RNA-seq conditions. Regions with at least two conditions showing FPKM values >8 were retained as putative ncRNAs.

### Transcription factor binding site mapping

TF binding sites were extracted from RegPrecise [57] and coordinates were mapped to the updated genome. Table S6 has the TF binding sites used in Figure 3C.

### Data deposition

The *T. maritima* MSB8 ATCC (genomovar) genome and annotation are found under Genbank Accession CP004077. RNA-seq, TSS, and tiling array datasets are available in the Gene Expression Omnibus under Accession GSE37483. Proteogenomic data are made available through PNNL (http://omics.pnl.gov) and in Table S8.

## Supporting Information

Figure S1 Spacing between the −10 and −35 promoter elements. The distribution of the number of base pairs separating the −10 promoter element from the −35 promoter element for each unique transcription start site.
(PDF)

Figure S2 AT content in the regions surrounding promoters. The AT fraction is shown for each promoter motif determined. The plot is shown ± 300 bp with respect to the 3′ end of the −10 promoter element.
(PDF)

Figure S3 Mantel test statistic r for comparison of distance matrices. Three distance matrices were constructed: (1) absolute difference of median RBS strength values (this matrix is denoted R), (2) absolute difference of optimal growth temperatures (this matrix is denoted T), and (3) a distance matrix generated by aligning full-length 16S rRNA gene sequences (this matrix is denoted P). The rows and columns of these matrices are the organisms for which optimal growth temperature was available. The Mantel test, which tests the correlation between two distance matrices (denoted (X,Y)), was applied to compute the significance of various correlations. The ‘vegan’ package of R was used with its default settings. The test statistic r falls in the range [−1 to +1], where −1 indicates strong negative correlation and +1 indicates strong positive correlation. An r value of 0 indicates no correlation. Finally, Partial Mantel test statistics were computed using all three distance matrices. In each of these tests, a partial correlation conditioned on the third matrix (denoted (X,Y |Z)) was computed. In all Mantel tests, the results using the Pearson method are reported. All tests had significant p-values (p<0.001).
(PDF)

Figure S4 Growth physiology and sample points for omics data. (A) A typical batch growth experiment is shown in serum bottles. *T. maritima* was grown on maltose minimal media in 125 mL serum bottles with 50 mL working volume. Optical density and hydrogen accumulation (as measured in the headspace) is shown. Arrow 1 marks the sample point for the log phase condition and for conducting heat shock. Arrow 2 marks the sample point for H_2_ inhibited growth. (B) A typical batch growth profile using a pH controlled bioreactor with continuous H_2_ removal by sparging 80% N_2_, 20% CO_2_. Optical density, maltose concentration, acetate concentration and pH profiles are shown. Arrow 3 marks the sample point for carbon-limited late exponential phase.
(PDF)

Table S1 Updated *T. maritima* genome annotation.
(XLSX)

Table S2 *T. maritima* transcription unit assembly.
(XLSX)

Table S3 Potential Alternative start sites.
(XLSX)

Table S4 Detected antisense transcripts.
(XLSX)

Table S5 Putative ncRNAs.
(XLSX)

Table S6 Transcription factor binding sites mapped to the new genome sequence.
(XLSX)

Table S7 Fraction of the genome detected in free-living microorganisms compared with *T. maritima*.
(XLSX)

Table S8 Non-quantitative peptide-level data mapped to the updated *T. maritima* annotation.
(XLSX)

Table S9 Normalized protein abundance data.
(XLSX)

Table S10 Sequencing statistics for transcriptome datasets.
(XLSX)

# Supplementary material for: The Genome Organization of Thermotoga maritima Reflects Its Lifestyle
**Source:** PLoS Genet. 2013 Apr 25;9(4):e1003485. doi: 10.1371/journal.pgen.1003485
**Supplement:** Figure S3 — Mantel test statistic r for comparison of distance matrices. Three distance matrices were constructed: (1) absolute difference of median RBS strength values (this matrix is denoted R), (2) absolute difference of optimal growth temperatures (this matrix is denoted T), and (3) a distance matrix generated by aligning full-length 16S rRNA gene sequences (this matrix is denoted P). The rows and columns of these matrices are the organisms for which optimal growth temperature was available. The Mantel test, which tests the correlation between two distance matrices (denoted (X,Y)), was applied to compute the significance of various correlations. The ‘vegan’ package of R was used with its default settings. The test statistic r falls in the range [−1 to +1], where −1 indicates strong negative correlation and +1 indicates strong positive correlation. An r value of 0 indicates no correlation. Finally, Partial Mantel test statistics were computed using all three distance matrices. In each of these tests, a partial correlation conditioned on the third matrix (denoted (X,Y |Z)) was computed. In all Mantel tests, the results using the Pearson method are reported. All tests had significant p-values (p<0.001).

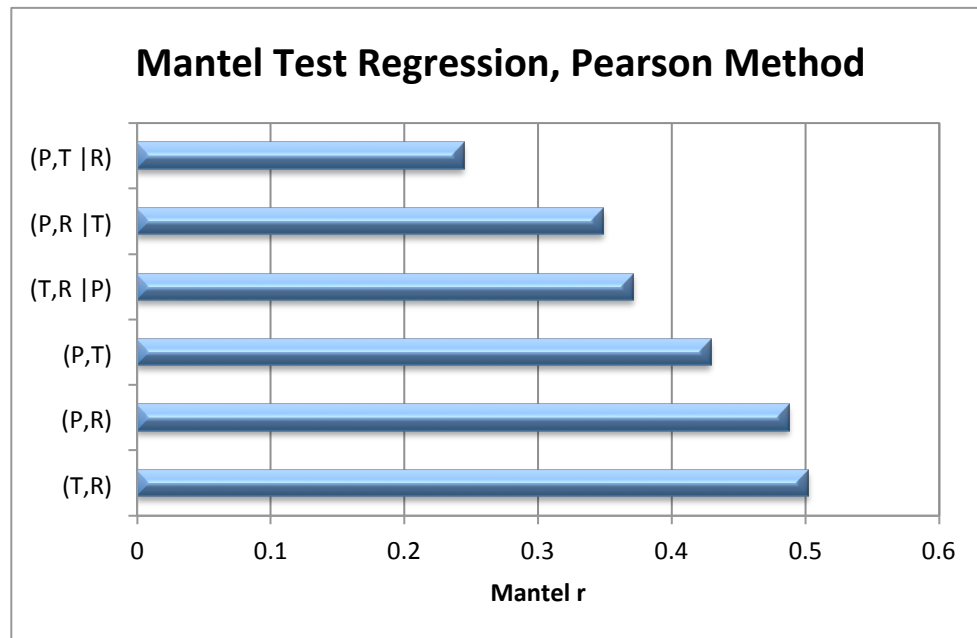

Abbreviation	Test Comparisons	Mantel Statistic r	p-value
(T,R)	Temp vs RBS	0.50	1.00E-04
(P,R)	Phylogeny vs RBS	0.49	1.00E-04
(P,T)	Phylogeny vs Temp	0.43	1.00E-04
(T,R P)	Temp vs RBS, Phylogeny Corrected	0.37	1.00E-04
(P,R T)	Phylogeny vs RBS, Temp Corrected	0.35	1.00E-04
(P,T R)	Phylogeny vs Temp, RBS Corrected	0.24	1.00E-04

Figure S3

How the deposited data were processed for this re-analysis (not part of the article)

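Transcript levels of T. maritima MSB8 were measured by strand-specific RNA-seq in 4 culture conditions, log phase, late exponential phase, heat shock and hydrogen inhibition, with 1 library each. The authors removed ribosomal RNA, aligned the reads with Bowtie (the paper's text names no version) and computed FPKM with Cufflinks 2.0.2. The deposited values are FPKM on the linear scale for 1893 protein-coding genes per library. They were used as deposited. Functional RNAs, 66 in Table S1, have no value. Sequencing depth was 80674758 reads in log phase, 41195934 in late exponential phase, 76728658 after heat shock and 81883734 under hydrogen inhibition, from the paper's Table S10. Fragment counts per gene were not available, so no counting error could be given for single genes. For FPKM values below 2, the fragment counts implied by coding length and aligned read pairs were checked for whole numbers with a tolerance of 0.05. Within it lay 9.4% of these values in log phase, 10% in late exponential phase, 24.1% after heat shock and 18.8% under hydrogen inhibition. Effective gene lengths were not available, so this check cannot decide whether whole counts lie behind the values. Intervals on shares of genes are exact Clopper-Pearson intervals at 95% and cover counting of genes only.

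Gene positions and descriptions came from Table S1, transcription units from Table S2, antisense transcripts and their FPKM from Table S4, regulator binding sites from Table S6, library totals from Table S10 and protein abundances from Table S9. A gene counted as expressed at an FPKM of 8 or more, the paper's threshold. Ratios to log phase were computed with a pseudocount of 1 among genes at 8 or more in either library, and the median log2 ratio was set to 0. Genes at a log2 ratio of at least 1 in size were called higher or lower. With 1 library per condition there is no test of a contrast. The 3 contrasts share the log phase library, so their calls were not compared with each other.

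The gene lists, the ways of counting, the tests and the alternatives were set before the data were examined, apart from the tests named here and in the closing section as chosen later. The lists are 21 functional lists from the descriptions of Table S1 and 11 predicted regulons of at least 9 genes. A gene belongs to a regulon when its TU starts from 100 nt upstream to 300 nt downstream of a site of that regulator in Table S6. The median log2 ratio of each list was set against 10000 random lists matched in 10 bins of mean expression. Genes named in the text are, per contrast, the 8 highest and 8 lowest with a described product, a coding length of at least 200 nt and an FPKM of at least 32 in the higher library, up to 4 members of each list with the largest ratios at that level, the 5 genes of highest FPKM per library and the 4 sigma factors. Exceptions are marked where they stand.

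Comparisons across genes, pairs of genes or TUs used two-sided permutation tests with 100000 resamples, and p was adjusted by Benjamini-Hochberg over the family of 13 tests. Of these, the comparison of genes with and without antisense transcripts, the comparison of ratios between neighbours, protein abundance per mRNA and the comparison of TUs with and without a mapped site were chosen after the data were examined. Bootstrap intervals used 10000 samples. Alternatives were pseudocounts of 0.1 and 8, thresholds of 4 and 16, no filter and a filter of 32, no centring, scaling to the upper quartile or to the log phase median, genes of at least 300 nt, random lists matched on coding length, lists shifted along the gene order and, for the log phase results, the other libraries.

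On data simulated from the log phase library, the rule of size called 47.4% of genes with a true log2 change of 1. It called 97.0% of genes with a change of 2, beside 1.89% and 1.45% of the other genes. The random spread between the simulated libraries was assumed, since no replicate gives the real one. These shares are therefore not error rates of the calls made here. Random lists ignore that genes of a TU shift together. Real lists shifted to other places along the gene order were apart from random lists in 16.0% of cases after heat shock, 14.6% in late exponential phase and 15.4% under hydrogen inhibition, so the call is too frequent. Each list was therefore also set against all its own shifts along the gene order, an alternative chosen after the data were examined, and 24 of the 42 calls of lists were kept. These shifts are not matched on expression. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Tiling arrays, peptide spectra and reads were not analysed.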

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

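All tests of explanations in this part were chosen after the values had been seen, and the measure and bounds of the first were revised after that.

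After heat shock, 3 genes stood above the highest log phase FPKM of 28024: the small heat shock protein Tmari_0372 at 30663, the DNA-binding protein HBsu Tmari_0264 at 29239 and GroEL Tmari_0502 at 29178. In late exponential phase, ribosomal protein L33p (Tmari_0448) stood at 93442. The paper does not discuss these genes by condition, and no replicate library gives their spread.

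The median gene lay lower after heat shock and higher under hydrogen inhibition than in log phase, with FPKM medians of 66.5 and 170.03 against 116.0. FPKM is already scaled to the number of mapped reads, so sequencing depth should not by itself move the median gene. Depth is argued against under hydrogen inhibition, where the log2 ratio of aligned reads was -0.038. After heat shock the ratio was -0.361, on the side of the gap, and its sign alone cannot decide. Late exponential phase had -1.06 with a gap of only -0.10, so the gap did not follow depth across the libraries. A changed share of fragments outside the listed genes is argued against as well, since 0.808 or more of the gap was left in both libraries after scaling to the listed genes. A different share of the fragments on the most abundant genes, 99 in all from the 50 largest of each library, remains a candidate explanation, since the share of signal outside them left at most 0.419 of the gap in both, but the same step widened the gap of late exponential phase from -0.10 to -0.44. A biological change in total mRNA with the condition stays open and was not tested, as it would need a count of cells or an added standard.

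In late exponential phase, 8 of the 12 genes of highest FPKM were shorter than 220 nt, against 1 in log phase, 1 after heat shock and 4 under hydrogen inhibition. A bias shared by all short genes in that library is argued against, since the 71 other genes of that length had a median log2 ratio of -0.14 (upper quartile 1.03). The median of the 8 was 3.49, but they were picked by their FPKM in this library. A bias that acts on some short genes only therefore stays open. Reads of a neighbouring functional RNA are argued against for the 8 as a set, since 1 of them, L33p, has such an RNA within 100 nt on its strand, and they stay open for that gene. The growth phase and the fermenter remain as untested explanations.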

How the results depend on the processing

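The comparison of sense genes under 5 alternatives, the 5'UTR comparisons with each first gene counted once and the lists shifted along the gene order were chosen after the data were examined. Over all results and alternatives, 2195 of 2343 values kept their side of the threshold or stayed within their interval. Of the rest, 76 were weaker, 52 stronger, 17 moved and 3 reversed. The first count is high in part by selection. It includes 1485 values of named genes, largely picked for the size of their ratios, and lists that were never apart. Of the 42 calls of lists as apart, 24 were kept when lists were shifted along the gene order. Among lists and genes, only those apart or at least 2-fold could count as reversed. Sign changes of other lists and genes are not among the 3. Of 1568 values of named genes, 52 were weaker, 31 stronger, and none that was at least 2-fold changed sign. Smaller ratios changed sign in 15 values without centring, 3 relative to the upper quartile and 1 with a pseudocount of 8. No paired analysis was possible because each condition has 1 library, and no library could be left out. Depth limits single genes by an unknown amount, since no fragment counts were available. Except where the setting itself fixes the change, as with a threshold or no centring, the cause was not tested.

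At an FPKM threshold of 4 the shares of expressed genes were 96.4% in log phase, 98.1% in late exponential phase, 96.3% after heat shock and 98.4% under hydrogen inhibition, and at 16 they were 89.1%, 90.4%, 83.3% and 92.6%. Among genes of 300 nt or more they were 96.8% in late exponential phase, 92.7% after heat shock and 97.0% under hydrogen inhibition. Scaled to the log phase median, they were 95.7% after heat shock and 94.8% under hydrogen inhibition. Without centring, 193 genes were higher and 724 lower after heat shock, and 427 higher and 71 lower under hydrogen inhibition. Without centring, 27 list medians changed sign, 3 of them of lists that had been apart under hydrogen inhibition, to 0.22 for other sugar ABC transporters, 0.089 for the GalR regulon and 0.0020 for the XylR regulon, and iron-sulfur cluster assembly came apart at 0.94.

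Lists that came apart without a filter were transposases after heat shock (-0.96) and, in late exponential phase, other sugar ABC transporters (0.69), CRISPR-associated proteins (-0.85) and transposases (1.12). With a pseudocount of 8 in late exponential phase these were CRISPR-associated proteins (-0.72), transposases (1.10) and the UxaR regulon (0.79). Against random lists matched on coding length, ribosomal proteins (0.43) and CRISPR-associated proteins (-0.70) came apart after heat shock. In late exponential phase other sugar ABC transporters (0.62), CRISPR-associated proteins (-0.83), phosphate uptake (-1.30), transposases (1.14), the ManR regulon (1.07) and the UxaR regulon (0.82) did so. Under hydrogen inhibition ribosomal proteins (-0.27) and maltose and maltodextrin use (-0.48) came apart, while chaperones and ATP-dependent proteases (0.30) and the GalR regulon (-0.43) no longer were. Among genes of 300 nt or more, the Rex regulon after heat shock had a median of -1.98 and CRISPR-associated proteins in late exponential phase -0.96, ribosomal proteins under hydrogen inhibition came apart at -0.65, and glycolysis (-1.26) and the Rnf complex (-1.50) in late exponential phase no longer were apart. When lists were shifted along the gene order, 18 of 42 lists were no longer apart, with unchanged medians. After heat shock these were the F-type ATP synthase (-2.08), glycolysis (-1.11), pyruvate oxidation to acetate (-2.02), phosphate uptake (-1.47) and the BglR (1.06), ManR (1.31) and UxaR (0.91) regulons. In late exponential phase they were ribosomal proteins (-0.71), the Rnf complex (-1.60), flagella and chemotaxis (0.47) and amino acid biosynthesis (-0.69). Under hydrogen inhibition they were chaperones and ATP-dependent proteases (0.30), hydrogenase subunits and homologs (0.55), the Rnf complex (-1.02), other sugar ABC transporters (-0.30) and the Fur (-0.83), GalR (-0.43) and XylR (-0.52) regulons. The difference between 5'UTR groups was -0.39 in the late exponential library (permutation p = 0.0647), and -0.34 there with each first gene counted once (permutation p = 0.186), and over its other alternatives in mRNA p ran from 0.00097 to 0.0308.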

Differences from the paper's values

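The comparison of protein abundance per mRNA and the one with each first gene counted once were chosen after the data were examined. A value was called different when it was more than 1.5 times the paper's or the reverse, and a correlation coefficient when it had another sign or lay further off than rounding allows. At the main settings no stated value differed, and smaller gaps were left uncalled, such as 1857 genes against 1873 at an FPKM above 8 and 341 sense genes (18.0%) against 19%. For the correlation of mRNA with protein, stated as 0.63, 3 alternatives set in advance differed: the Spearman rank correlation at 0.621, 0.566 without the 10 genes of highest FPKM and 0.105 with the late exponential library. The Spearman value is another measure than the paper's Pearson coefficient, and the last value uses mRNA of another condition. Neither is a like comparison.

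The paper states that expression levels did not discriminate the short from the common 5'UTR group. It looked for over- or underrepresentation of the groups and names no test for this, so a difference in medians may be an unlike measure. The median log2 FPKM of the first genes differed by -0.77 between the groups in log phase (two-sided permutation test, p = 0.00916), with medians of 143 and 245. The difference was -0.39 in the late exponential library (permutation p = 0.0647), where it did not pass the test. With each first gene counted once per group, the log phase difference was -0.81 (permutation p = 0.00554). Protein abundance of the first genes differed by -0.78 on the log2 scale (permutation p = 0.0383), while protein abundance per mRNA differed by -0.07 (permutation p = 0.890) and did not separate the groups.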

Other observations

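The comparisons of TUs with and without a mapped binding site were chosen after the data were examined, and the lists were planned.

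Several gene groups were not apart from random lists in a contrast, and without centring all medians of a contrast shift together by the median ratio. After heat shock, ribosomal proteins had 7 higher and 1 lower of 53 genes (median log2 ratio 0.43), with S15p (Tmari_1351) at 1.86. Oxygen and peroxide defence had 6 higher and 1 lower of 15 (0.52), among them rubrerythrin (Tmari_0657, 2.30), which reduces peroxide. Hydrogenase subunits and homologs had 3 higher and 4 lower of 10 (median 0.56, mean -0.33), with HoxE (Tmari_1430) at -4.23 and Tmari_0225 at 4.16. The predicted KdgR regulon had 6 higher and 6 lower of 14 (0.16) and the Fur regulon 3 higher and 1 lower of 9 (0.57). Lower members outnumbered higher ones in the Rnf complex (5 of 6, -1.17), CRISPR-associated proteins (9 of 20, -0.70), transposases (4 of 10, -0.95) and aminoacyl-tRNA synthetases (3 of 21, -0.27). The medians were 0.71 for translation factors, 0.21 for flagella and chemotaxis, 0.18 for iron-sulfur cluster assembly, 0.10 for DNA repair and recombination, 0.18 for topoisomerases, -0.26 for the CelR regulon (mean 0.20) and 0.38 for the RhaR regulon.

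In late exponential phase, transposases had 6 higher of 11 (1.14) and the ManR regulon 7 of 11 (1.07), with none lower. Other sugar ABC transporters had 17 higher and 7 lower of 49 (0.62), the UxaR regulon 9 and 1 of 19 (0.82), the GalR regulon 6 and 2 of 15 (0.79) and the KdgR regulon 7 and 5 of 14 (0.47). Maltose and maltodextrin use had 1 higher and 6 lower of 14 (-0.46), with neopullulanase (Tmari_1844) at -2.84. Hydrogenase subunits and homologs had 2 higher and 4 lower of 10 (-0.27), the BglR regulon 1 and 5 of 10 (-0.99), the Fur regulon 2 and 4 of 9 (-0.40), CRISPR-associated proteins 2 and 9 of 20 (-0.83) and oxygen and peroxide defence 3 and 6 of 15 (-0.63). Phosphate uptake had 4 lower of 7 (-1.30), topoisomerases 3 of 4 (-1.23), aminoacyl-tRNA synthetases 6 of 21 (-0.36) and translation factors 3 of 10 (-0.57). The medians of iron-sulfur cluster assembly, the CelR regulon and the RhaR regulon were 0.13, 0.08 and 0.32.

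Under hydrogen inhibition, 20 of 53 ribosomal protein genes were lower and none was higher (-0.27), with L16p (Tmari_1501) at -2.58. In the other lists at most 4 genes were higher and at most 3 lower. The medians were -0.36 for aminoacyl-tRNA synthetases, -0.27 for translation factors, -0.40 for the F-type ATP synthase, -0.57 for pyruvate oxidation to acetate, -0.48 for maltose and maltodextrin use, -0.25 for oxygen and peroxide defence, 0.42 for iron-sulfur cluster assembly, -0.02 for amino acid biosynthesis, -0.37 for purine and pyrimidine biosynthesis and -0.25 for phosphate uptake. They were 0.13 for topoisomerases, -0.07 for transposases, -0.03 for the CelR regulon (mean 0.29), 0.08 for the HrcA regulon, -0.25 for the KdgR regulon, 0.34 for the ManR regulon and 0.07 for the RhaR regulon.

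By the paper's own values in Table S4, the median FPKM of the 336 antisense transcripts was 23.98 in late exponential phase, 3.96 after heat shock and 16.5 under hydrogen inhibition. Values above 8 were reached by 300, 123 and 319 of them in the same order.

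A value of 0 was listed for 13 genes in at least 1 library, with coding lengths up to 204 nt, and 60 other genes of that length or shorter were never at 0.

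A hypothesis formed on these data is that TUs with a mapped regulator binding site may differ more between conditions than other TUs. The first genes of TUs with a site had a larger median absolute log2 ratio in 3 of the 3 contrasts, 2.15 against 0.87 for heat shock (p = 1e-05, the smallest that the permutations can give), 1.87 against 1.09 for late exponential phase (p = 7e-05) and 0.67 against 0.45 for hydrogen inhibition (p = 0.0057), in two-sided permutation tests over 52 to 57 such genes and 539 to 544 others. Adjusted over the family of tests, p was 1.86e-05, 0.000114 and 0.00741. These contrasts share the log phase library, so they are not 3 independent results. Between pairs of the other libraries the difference was larger at a permutation p under 0.05 in 2 of the 3 pairs, both with the hydrogen inhibited library (2.15 against 0.95 with heat shock, 1.86 against 0.96 with late exponential phase), and not between heat shock and late exponential phase (1.21 against 1.00, permutation p = 0.164). Log phase values do not enter these pairs, so they alone cannot give the 2 differences with the hydrogen inhibited library. Those 2 pairs share that library and are not independent, and the third pair did not pass the test. Unusual log phase values therefore stay open as a part of the differences from log phase, and the hypothesis is not settled. The regulon ratios had been seen before this test, and the median of mean log2 expression was lower for genes with a site in late exponential phase (6.61 against 7.39) and under hydrogen inhibition (6.50 against 7.41), which was not corrected for.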
